# DNGR-1 limits Flt3L-mediated antitumor immunity by restraining tumor-infiltrating type I conventional dendritic cells

**DOI:** 10.1136/jitc-2020-002054

**Published:** 2021-05-12

**Authors:** Francisco J Cueto, Carlos del Fresno, Paola Brandi, Alexis J. Combes, Elena Hernández-García, Alfonso R Sánchez-Paulete, Michel Enamorado, Christian P Bromley, Manuel J Gomez, Ruth Conde-Garrosa, Santos Mañes, Santiago Zelenay, Ignacio Melero, Salvador Iborra, Matthew F. Krummel, David Sancho

**Keywords:** dendritic cells, immunomodulation, Cancer, immunotherapy, DNGR-1/Clec9a, Flt3L, cDC1, CCL5, maraviroc

## Abstract

**Background:**

Conventional type 1 dendritic cells (cDC1s) are central to antitumor immunity and their presence in the tumor microenvironment associates with improved outcomes in patients with cancer. DNGR-1 (CLEC9A) is a dead cell-sensing receptor highly restricted to cDC1s. DNGR-1 has been involved in both cross-presentation of dead cell-associated antigens and processes of disease tolerance, but its role in antitumor immunity has not been clarified yet.

**Methods:**

B16 and MC38 tumor cell lines were inoculated subcutaneously into wild-type (WT) and DNGR-1-deficient mice. To overexpress Flt3L systemically, we performed gene therapy through the hydrodynamic injection of an Flt3L-encoding plasmid. To characterize the immune response, we performed flow cytometry and RNA-Seq of tumor-infiltrating cDC1s.

**Results:**

Here, we found that cross-presentation of tumor antigens in the steady state was DNGR-1-independent. However, on Flt3L systemic overexpression, tumor growth was delayed in DNGR-1-deficient mice compared with WT mice. Of note, this protection was recapitulated by anti-DNGR-1-blocking antibodies in mice following *Flt3L* gene therapy. This improved antitumor immunity was associated with *Batf3*-dependent enhanced accumulation of CD8^+^ T cells and cDC1s within tumors. Mechanistically, the deficiency in DNGR-1 boosted an Flt3L-induced specific inflammatory gene signature in cDC1s, including *Ccl5* expression. Indeed, the increased infiltration of cDC1s within tumors and their protective effect rely on CCL5/CCR5 chemoattraction. Moreover, *FLT3LG* and *CCL5* or *CCR5* gene expression signatures correlate with an enhanced cDC1 signature and a favorable overall survival in patients with cancer. Notably, cyclophosphamide elevated serum Flt3L levels and, in combination with the absence of DNGR-1, synergized against tumor growth.

**Conclusion:**

DNGR-1 limits the accumulation of tumor-infiltrating cDC1s promoted by Flt3L. Thus, DNGR-1 blockade may improve antitumor immunity in tumor therapy settings associated to high Flt3L expression.

## Background

Cancers are complex systems in which cell types other than malignant cells, such as fibroblasts or immune cells, contribute to the tumor microenvironment (TME) and the outcome of disease.^1–3^ CD8^+^ T cell infiltration constitutes a significant prognostic factor for many cancers,^4^ but CD8^+^ T cell immunity strongly depends on cross-presentation of cell-associated antigens, a role at which *Batf3*-dependent conventional type 1 dendritic cells (cDC1s) excel.^1 5 6^ In fact, the infiltration of tumors by cDC1s is strongly associated with improved overall survival in different types of cancer.^1 2 4^ In addition, we and others described that cDC1s are necessary for immune checkpoint therapy^7 8^ and intratumoral cDC1s correlate with responsiveness to checkpoint inhibitors in patients with cancer.^9^

Besides their cross-presenting ability, cDC1s also outstand at producing IL-12, CXCL9 and CXCL10 and at expressing costimulatory molecules, all of which contribute to effective T cell responses against cancer.^1–3 10^ Indeed, cDC1s mediate T cell priming and the generation of tissue-resident memory CD8^+^ T cells,^11^ a memory T cell subset that contributes to immunity against cancer.^12 13^ cDC1s also contribute to the reactivation of central memory CD8^+^ T cells in the context of tumors.^12^ Thus, it is not surprising that tumors select immune escape mechanisms to avoid cDC1 infiltration. Stabilization of β-catenin in melanoma or liver cancer impedes the production of the cDC1-recruiting CCL4 or CCL5, causing a lack of cDC1 infiltrates within the TME.^3 14^ Also, some tumors express the enzymatic machinery to synthetize PGE_2_, which strongly inhibits NK cell-mediated recruitment of cDC1 into the TME.^4 15^ Efforts to develop efficient strategies to use cDC1s in cancer immunotherapy are being pursued.^16^

DNGR-1 (CLEC9A) is a surface receptor with a highly restricted expression on cDC1s.^17–19^ DNGR-1 recognizes F-actin exposed on necrotic cells and mediates cross-presentation of dead cell-associated antigens,^20–22^ favoring the generation of tissue-resident memory CD8^+^ T cells after viral infections.^11^ Of note, DNGR-1 can also modulate signaling through heterologous receptors, restraining inflammation.^23^ However, whether DNGR-1 plays a role in antitumor immunity remains unexplored.

Flt3L is a growth factor needed for the ontogeny of cDC1s.^24–26^ In mice, exogenous administration of Flt3L expands the dendritic cell (DC) compartment, especially cDC1s.^7 8^ Patients treated with Flt3L displayed a potent expansion of DCs, which can be purified, loaded with tumor antigens and reinfused into patients, resulting in significant responses.^27^ Although final reports for several clinical trials using Flt3L are still expected, the use of Flt3L as a coadjuvant in tumor vaccination showed promising results at improving priming of antitumor cytotoxic T cell responses.^28^ Also, Flt3L can be used in vitro to generate DCs from bone marrow progenitors,^29^ but there is limited knowledge about its immunomodulatory effects.

Here, we have studied the role of DNGR-1 in antitumor immunity. Our data show that, in the context of cancer, DNGR-1 ablation does not impair CD8^+^ T cell cross-priming. Conversely, antitumor immunity is boosted in the presence of Flt3L in DNGR-1-deficient settings, by either genetic ablation or therapeutic blockade. In response to Flt3L therapy, the absence of DNGR-1 favors an inflammatory program of cDC1s that includes an increased expression of *Ccl5*. This drives the recruitment of additional cDC1s, which subsequently leads to enhanced CD8^+^ T cell infiltration within tumors. Consistent with our results, analysis of The Cancer Genome Atlas (TCGA)^30^ shows that coexpression of *FLT3LG* and the *CCL5/CCR5* associates with a more intense cDC1 signature and longer patient survival. The observed DNGR-1-mediated down-modulation of Flt3L-augmented cDC1 infiltration and antitumor immunity thus represents a potential target to improve tumor therapy.

## Methods

### Mouse strains

Mice were bred at the CNIC and UCSF-specific pathogen-free conditions. Mouse strains include C57BL/6 mice, *Clec9a*^gfp/gfp^ mice backcrossed more than 10 times to C57BL/6 (DNGR-1-deficient, B6(Cg)-Clec9atm1.1Crs/J),^20^ *Rag1*^–/–^ mice (B6.129S7-Rag1tm1Mom/J, The Jackson Laboratory), *Rag1*^–/–^*Clec9a*^gfp/gfp^ mice^23^ and *Batf3*^–/–^ mice (B6.129S(C)-Batf3tm1Kmm/J).^6^ To obtain OVA-specific CD8^+^ T cells, we used OTI transgenic mice (C57BL/6-Tg(TcraTcrb)1100Mjb/J) mated with B6-SJL (Ptprca Pepcb/ BoyJ) expressing CD45.1 allele.^11^ We used 7-week-old to 10-week-old mice (males or females) for all experiments in a sex-matched manner. Experiments were repeated two to four times and results were pooled.

### Tumor cell lines

All cell lines (table 1) were cultured in DMEM media supplemented with 10% fetal bovine serum, β-mercaptoethanol, L-glutamine, non-essential amino acids, sodium pyruvate, HEPES and penicillin and streptomycin. Passages were done with trypsin EDTA. One day before injection, cells were passed from confluent plates.

**Table 1:** Tumor cell lines used in this work

Cell line	Description
B16F10	Parental cell line, used between passages 115 and 130
B16Flt3L	Flt3L-expressing B16 cells
B16GFPOVA	Ovalbumin-expressing and GFP-expressing B16 cells
B78mChOVA^1^	Ovalbumin-expressing and mCherry-expressing B78 amelanotic melanoma cells
B16ZsGreen	ZsGreen-expressing B16 cells
MC38	Parental cell line, acquired from Kerafast

All tumors cells were collected with PBS-EDTA from subconfluent plates.

### Inoculation of tumor cells and tumor growth

Cells were washed twice with phosphate-buffered saline (PBS), and 5×10^5^ cells were inoculated subcutaneously in 50 µL apyrogenic PBS (GIBCO) in the flank of isofluorane-anesthetized mice. Tumor measurements were obtained three times a week with an electronic caliper, and tumor size was calculated as the product of the longest dimension and its orthogonal. B16F10, B16ZsGreen, B16GFPOVA and B78mChOVA tumors were allowed to grow for 13 days, when mice were euthanized for analysis. Growth of B16Flt3L and MC38 tumors was allowed until compliance of experimental endpoint conditions, tumor ulceration or tumor size greater than 300 mm^2^.

### In vivo treatments

When indicated, tumor-free mice received a hydrodynamic injection of Flt3L-encoding plasmid (FL) or empty vector. Hydrodynamic injection was performed by intravenous administration into the tail vein of 2 mL room temperature PBS containing 10 µg plasmid in less than 8 s. Where indicated, mice were inoculated with tumors 24 hours after the hydrodynamic injection. Intraperitoneal administration of 100 µg anti-DNGR-1-blocking antibodies (7H11, BioXcell) or isotype control (Sigma) was performed at days 5, 7, 9 and 12 after tumor inoculation. When indicated, 30 mg/kg maraviroc (MVC; Sigma) or vehicle were intraperitoneally administered concurrent with antibody administration. Cyclophosphamide (140 mg/kg; Sigma) was administered following a metronomic regime at days 8 and 14 of tumor development.

### Tissue digestion and flow cytometry

Tumors, lymph nodes (LNs), ears and spleens were collected at indicated time points for flow cytometry analysis. Tumors and ears were finely minced with scissors and digested in 0.5 mg/mL Collagenase IV (Sigma-Aldrich) and 0.2 mg/mL DNase I (Sigma-Aldrich) for 60 min at 37°C with agitation. Spleens were minced and incubated for 15 min with 50 µg/mL Liberase TL (Sigma-Aldrich) and 0.2 mg/mL DNase I (Sigma-Aldrich). All these samples were smashed through a 100 µm mesh filter with a syringe plunger. LNs were disaggregated with forceps and digested in 0.5 mg/mL Collagenase IV (Sigma-Aldrich) and 0.2 mg/mL DNase I (Sigma-Aldrich) for 30 min at 37°C, pipetted at minute 15 of incubation. At the incubation endpoint, one volume of EDTA-containing Fluorescence-activated cell sorting (FACS) buffer was added to all samples. Digested LNs were filtered through a 100 µm mesh.

Single-cell suspensions were stained for 30 min at 4°C with LIVE/DEAD Fixable Aqua Dead Cell Stain Kit (Life Technologies). After washing with PBS, cells were stained in FACS buffer containing anti-CD16/32 (BioXcell), 3% FBS and 0.05% EDTA with the corresponding antibody cocktail for 30 min on ice. Cells were washed again and resuspended in FACS buffer for data acquisition using an LSRFortessa SORP (Becton Dickinson) or a FACSAria Fusion (Becton Dickinson) flow cytometry equipment. The quantification of absolute numbers in immune infiltrates was performed by acquiring a controlled volume of sample corresponding to a fixed weight of digested tissue at a constant speed for the same duration. This method was validated with the use of quantification beads in some of the experiments. Determination of absolute numbers allowed to pool data from the same experimental conditions obtained in independent experiments.

### Purification of antigen-presenting cells

Tumors and tumor-draining lymph nodes (TdLNs) were collected and processed as previously described. Tumor single-cell suspensions were enriched in CD11c^+^ cells with anti-CD11c microbeads (Miltenyi Biotec), for further purification of subpopulations of antigen-presenting cells. Enriched CD11c^+^ cells from tumors were further sorted into MHCII^hi^CD24^+^CD11b^−^CD103^+^ cDC1s, MHCII^hi^CD24^+^CD11b^+^CD103^−^ cDC2s and MHCII^hi^CD24^−^F4/80^+^ TAMs. Single-cell suspensions from TdLNs were enriched in DCs by negative selection using a cocktail of biotinylated antibodies (anti-B220, CD3, NK1.1) and streptavidin microbeads (Miltenyi Biotec). Then, CD11c^med^ MHCII^hi^ CD11b^lo^ CD103^+^ migratory cDC1s, CD11c^med^ MHCII^hi^ CD11b^+^ CD103^−^ migratory cDC2s, CD11c^hi^ MHCII^med^ CD11b^lo^ CD8α^+^ resident cDC1s and CD11c^hi^ MHCII^med^ CD11b^+^ CD8α^lo^ resident cDC2s were sorted. A FACSAria Sorter (Becton Dickinson) and a Synergy 4L Cell Sorter (Sony) were used for purification of antigen-presenting cell subpopulations.

### In vitro coculture of antigen-presenting cells and T cells

Spleens and inguinal LNs from CD45.1^+^ OTI mice were collected for purification of CD8^+^ T cells. After incubation with 50 µg/mL Liberase TL (Sigma-Aldrich) and 0.2 mg/mL DNase I (Sigma-Aldrich), lymphoid organs were smashed through 100 µm mesh filters to obtain single-cell suspensions. CD8^+^ T cells were purified using the EasySep mouse CD8^+^ T cell isolation kit (StemCell). Then, CD8^+^ T cells were stained with CellTrace Violet (Invitrogen, Molecular Probes).

Antigen presenting cells (APCs) were incubated at different cell-cell ratios with 22,500 CellTrace Violet-stained OTI cells for 72 hours. T cell proliferation was quantified by CellTrace Violet dilution by flow cytometry.

### RNA sequencing and qPCR

Tumor-infiltrating cDC1s were collected from pools of two to three mice with bilateral tumors from four experimental conditions (WT mice pretreated with an empty plasmid or FL and *Clec9a*^gfp/gfp^ mice pretreated with an empty plasmid or FL), as previously described using the gating strategy shown in online supplemental figure S1A. cDC1s were directly collected in RLT buffer (Qiagen) containing 10 µmol/mL β-mercaptoethanol and was subsequently purified using the RNeasy Plus Micro Kit (Qiagen). Barcoded RNA-seq libraries were prepared using the Nextera XT DNA Library Preparation Kit (Illumina). RNA sequencing was performed on three pools per condition using the HiSeq 2500 System (Illumina). For quantitative PCR, the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems) was used to generate cDNA. Quantitative PCR was performed in a 7900-FAST-384 instrument (Applied Biosystems) by using the GoTaq qPCR master mix from Promega (Madison, Wisconsin, USA).

10.1136/jitc-2020-002054.supp1 Supplementary data

### RNA-seq data analysis

RNA-seq data analysis was performed by the Bioinformatics Unit of CNIC. Sequencing reads were processed with a pipeline that used FastQC to evaluate their quality, and cutadapt to trim sequencing reads, eliminating Illumina and SMARTer adaptor remains, and to discard reads that were shorter than 30 bp. Resulting reads were mapped against mouse transcriptome GRCm38.91, and gene expression levels were estimated with RNA-Seq by Expectation Maximization (RSEM). Around 88% of the reads from any sample participated in at least one reported alignment. Expression count matrices were then processed with an analysis pipeline that used Bioconductor package limma for normalization (using TMM (trimmed mean of M values) method) and differential expression testing. Changes in gene expression were considered significant if associated to Benjamini and Hochberg adjusted p value <0.1.

The expression profiles of a collection of 2731 genes detected as differentially expressed in any of the six performed contrasts were clustered using k-means with n=10. 

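The 6 comparisons contributed unequally to the union of 2795 genes. *Clec9a* gfp/gfp FL against WT control cDC1s called 1445 genes higher and 1109 lower (1628 and 706 with column totals). Its total of 2554 became 494 without *Clec9a* gfp/gfp FL 3, 635 without WT control 3, 1203 without *Clec9a* gfp/gfp FL 1 and 3892 without WT control 2. That comparison, in which genotype and plasmid differ together, was the only one to call 1529 genes of the union (54.7%). FL against control was the only one to call 170 genes (6.08%) from *Clec9a* gfp/gfp and 70 (2.50%) from WT cDC1s. *Clec9a* gfp/gfp against WT control, *Clec9a* gfp/gfp FL against WT FL, and WT FL against *Clec9a* gfp/gfp control called 3 genes each by limma, and limma-voom called 3 in each. Without WT control 2, *Clec9a* gfp/gfp against WT control cDC1s called 2335 genes by limma and 1366 by limma-voom, and without *Clec9a* gfp/gfp control 1 it called 156 and 2.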

Several clusters, representing genes with altered expression in control versus mFlex comparisons (independently of genotype), were selected and merged into two metaclusters (MCs).

Comparative pairwise functional analyses of genome-wide transcriptome profiles were performed with gene set enrichment analysis (GSEA) to identify gene sets that had a tendency to be more expressed in either of the conditions being compared. Gene sets, representing functional categories or pathways from the Hallmark were analyzed. Enriched gene sets with family-wise error rate (FWER) <0.1 were considered of interest.

### Analysis of cancer patient data

TCGA gene expression data for breast carcinoma (BRCA), cervical squamous carcinoma (CESC), human skin cutaneous melanoma (SKCM), LUAD, LUSC, HNSC and BLCA datasets was downloaded from the Broad Institute Firehose portal (gdac.broadinstitute.org). Normalized gene expression matrices ending ‘.uncv2.mRNAseq_RSEM_normalized_log2.txt’ were used for downstream analyses. Summarized pan-cancer clinical data was obtained from the SAGE synapse database (syn12026747) and additional information from clinical data files downloaded from cBioPortal. Prior to analysis, all normal tissue samples were removed (those with patient ID ending in 11 or 12). Gene signatures of interest were computed as mean log2-normalized gene expression of signature genes. Patients without overall survival data (OS.time=0 or NA) were removed. Patient stage was annotated as a continuous variable as follows: Stage I=1, Stage II=2, Stage III=3, Stage IV=4. Male patients with BRCA were removed. Patients were stratified according to quantiles by signature scores. Survival analysis was carried out using the survival (3.1–12) and survminer (0.4.6) R packages. We compared the product of the gene expression of FLT3LG and either CCL5 or CCR5 with signature scores for cDC1s *CLNK*, *BATF3*, *XCR1*, *CLEC9A* 4 and *KIT, CCR7, BATF3, FLT3, ZBTB46, IRF8, BTLA* and *MYCL1.*^9^

### Statistical analysis

Prism (GraphPad Software) was used for statistical analysis. Tukey’s range test was used to detect outliers. After validating normal distribution of samples by the Shapiro-Wilk test, two-tailed unpaired Student’s t-test was used to evaluate statistical significance between two conditions or one-way analysis of variance (ANOVA) followed by Fisher’s least significant difference test for three or more conditions. To evaluate the statistical significance of the cross-presentation capacity of antigen-presenting cells and tumor growth curves, two-way ANOVA was performed. Figure legends indicate the number of repetitions for each experiment and the total number of independent mice included (n).

## Results

### DNGR-1 deficiency does not impact cross-presentation of tumor-associated antigens

To assess the role of DNGR-1 in antitumor immunity, we inoculated B16F10 melanoma cells subcutaneously in the flank of WT and DNGR-1-deficient (*Clec9a*^gfp/gfp^) mice. B16F10 melanomas developed similarly in WT and *Clec9a*^gfp/gfp^ mice (figure 1A). To address whether this result was cell line-specific or tumor type-specific, we inoculated WT and *Clec9a*^gfp/gfp^ mice with MC38 colon carcinomas. Again, we found that MC38 tumors grew similarly in WT and *Clec9a*^gfp/gfp^ mice (figure 1B). Following the flow cytometry-gating strategy detailed in online supplemental figure S1A,^1^ we first defined that DNGR-1 expression was restricted to cDC1s among tumor myeloid infiltrates by monitoring the GFP fluorescence derived from the *Clec9a*^gfp/gfp^ knockin cassette (online supplemental figure S1B). The restricted expression of DNGR-1 on cDC1s was further confirmed with anti-DNGR-1 antibodies (online supplemental figure S1C). Then, the analysis of immune cell infiltrates in B16F10 tumors showed that tumors from WT and *Clec9a*^gfp/gfp^ mice contained similar numbers of cDC1s and cDC2s (online supplemental figure S2A). In this line, TdLNs from WT and *Clec9a*^gfp/gfp^ displayed a similar composition in terms of resident and migratory cDC1s and cDC2s (online supplemental figure S2B). These data suggest that DNGR-1 does not affect tumor growth in the steady state.

**Figure 1:**
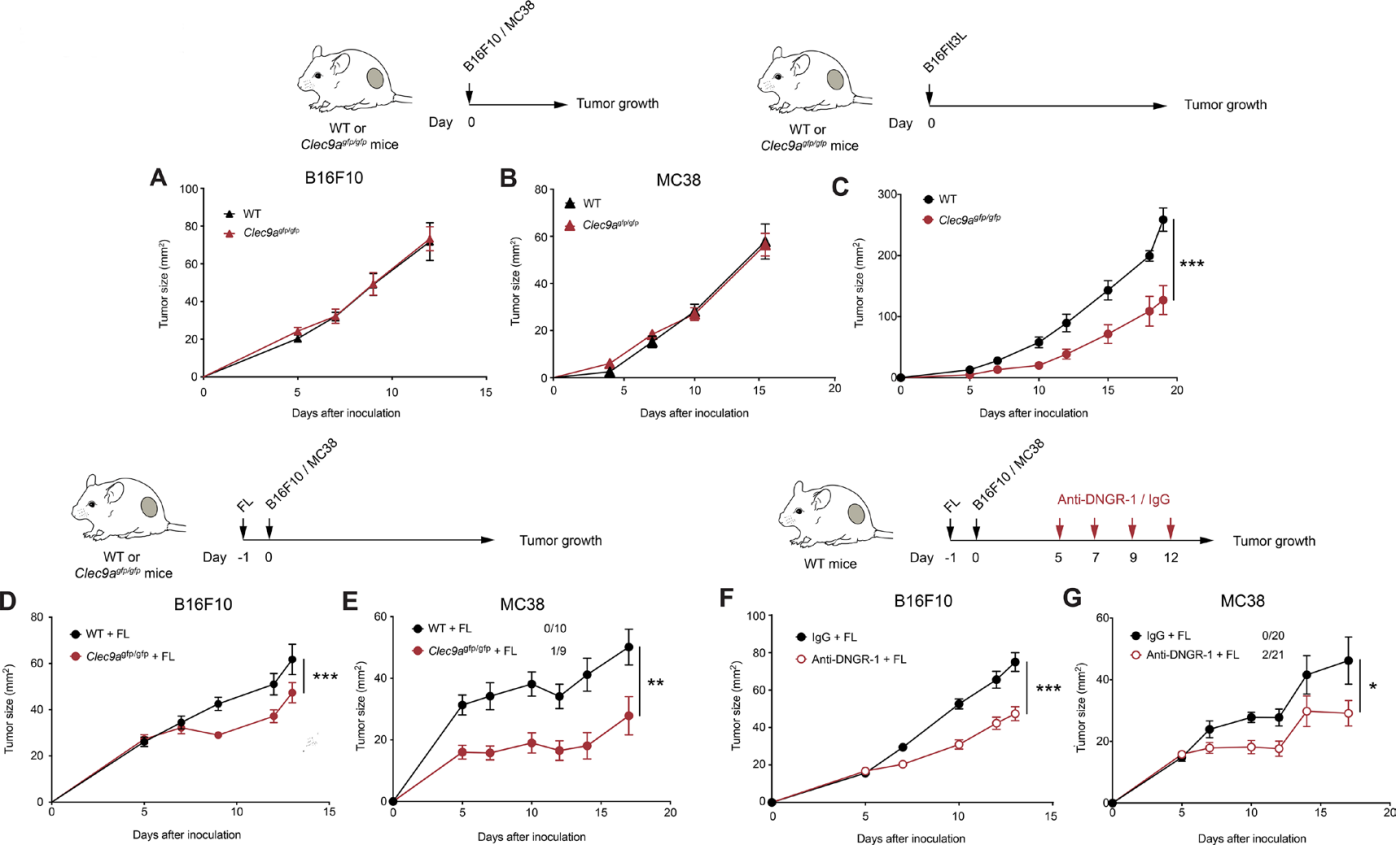
DNGR-1 absence delays tumor growth on Flt3L overexpression. (A, B) B16F10 and MC38 tumors were inoculated subcutaneously in the right flank of WT or *Clec9a*^gfp/gfp^ mice. Growth curves of B16F10 (A) and MC38 (B) tumors. (C) Flt3L-overexpressing B16F10 tumors were inoculated subcutaneously in the right flank of WT (black) or *Clec9a*^gfp/gfp^ (red) mice. The graphs show tumor growth kinetics. (D, E) WT and *Clec9a*^gfp/gfp^ mice were hydrodynamically injected intravenously with a plasmid encoding a secreted form of Flt3L (FL) and 1 day later they were inoculated subcutaneously with B16F10 (D) or MC38 tumors (E). Tumor growth is depicted. (F, G) Tumor growth of B16F10 (F) and MC38 (G) tumors inoculated subcutaneously into WT mice pretreated with FL hydrodynamic injection and receiving intraperitoneal DNGR-1-blocking antibodies (red) or an isotype control (black) at days 5, 7, 9 and 12 of tumor development. (A) Pool of two independent experiments, with n=10 per group. (B) Pool of three independent experiments (n=19 for WT mice and n=20 for *Clec9a*^gfp/gfp^ mice). (C) Pool of two independent experiments, with n=10 per group. (D) Pool of three independent experiments with n=24 for WT mice and n=26 for *Clec9a*^gfp/gfp^ mice. (E) Pool of two experiments with n=10 for WT mice and n=9 for *Clec9a*^gfp/gfp^ mice. (E, G) Numbers following experimental groups indicate number of complete rejections/total number of mice in the experiment. (F) Pool of three experiments with n=22 for mice receiving isotype control and n=24 for mice treated with anti-DNGR-1. (G) Pool of three experiments with n=20 for mice receiving isotype control and n=21 for mice receiving anti-DNGR-1-blocking antibodies. (A–G) Statistical significance was assessed by two-way analysis of variance. All data are shown as mean±SEM. *p<0.05, **p<0.01 and ***p<0.001. WT, wild type.

**Figure 2:**
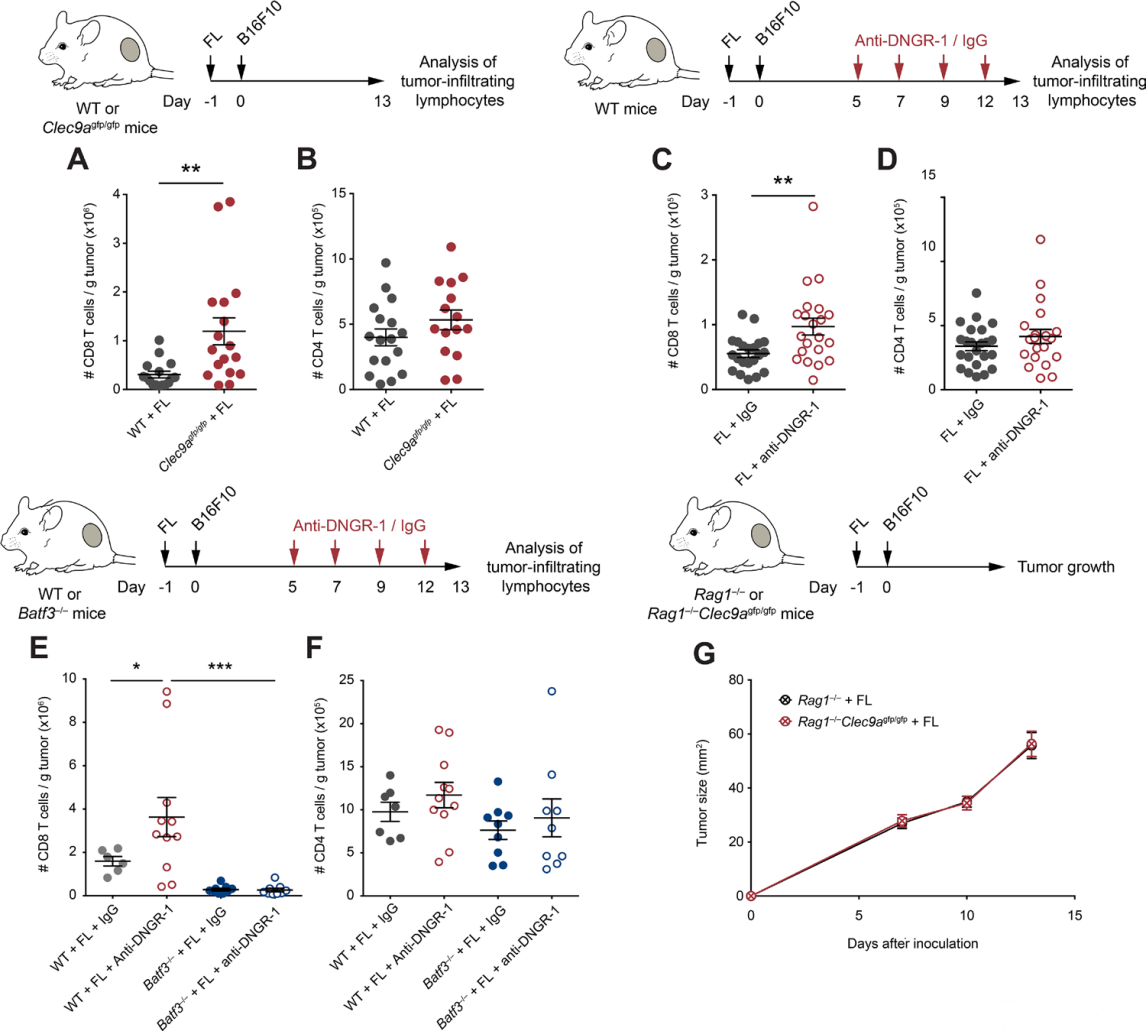
Enhanced CD8^+^ T cell antitumor immunity in Flt3L (FL)-overexpressing DNGR-1-deficient mice. (A, B) WT and *Clec9a*^gfp/gfp^ mice were inoculated with B16F10 tumors subcutaneously in the right flank 1 day after pretreatment with FL. At day 13 after tumor inoculation, tumors were harvested and cell suspensions were analyzed by flow cytometry. Numbers of CD8^+^ (A) and CD4^+^ (B) T cells per gram of B16F10 tumor were quantified. (C–F) WT (C–F) and *Batf3*^–/–^ (E, F) mice were hydrodynamically inoculated intravenously with FL. One day later, B16F10 tumors were injected subcutaneously in the right flank. Mice received intraperitoneal anti-DNGR-1-blocking antibodies or an isotype control at days 5, 7, 9 and 12. At day 13 of tumor development, tumors were collected for flow cytometry analysis of tumor-infiltrating lymphocytes. Numbers of CD8^+^ (A, C, E) or CD4^+^ (B, D, F) T cells per gram of B16F10 tumor are shown. (G) *Rag1*^–/–^ and *Rag1*^–/–^*Clec9a*^gfp/gfp^ mice were pretreated with FL and, 1 day later, B16F10 tumors were inoculated subcutaneously in the right flank. Graph shows tumor growth curves. (A, B) Pool of three experiments with n=17 mice per group. (C, D) Pool of four experiments with n=23 for WT mice treated with isotype control and n=21 for anti-DNGR-1-treated mice. (E, F) Pool of two independent experiment, with n=7 for WT mice receiving isotype control, n=11 for WT mice treated with anti-DNGR-1 antibodies, n=9 for *Batf3*^–/–^ mice receiving isotype control and n=9 for *Batf3*^–/–^ mice receiving anti-DNGR-1 antibodies. (G) Pool of three independent experiments with n=19 for *Rag1*^–/–^ mice and n=14 for *Rag1*^–/–^*Clec9a*^gfp/gfp^ mice. (A–F) Each point represents a single mouse. All data are shown as mean±SEM. Statistical significance was evaluated with Student’s t-test (A–D) and one-way analysis of variance (ANOVA) followed by Fisher’s least significant difference test (E, F). (G) Statistical significance was evaluated with two-way ANOVA. *p<0.05, **p<0.01 and ***p<0.001. WT, wild type.

We next tested whether DNGR-1 contributes to handling of tumor antigens in vivo. With this aim, we injected WT mice with B16ZsGreen tumors. ZsGreen is a green fluorescent protein resistant to lysosomal acid pH, allowing for tracing tumor antigen loading. Next, we treated them with a DNGR-1-blocking antibody intraperitoneally^11 20 23^ or its isotype control, starting at day 5 after tumor inoculation. After 13 days of tumor development, we analyzed the delivery of tumor-derived ZsGreen into DC subsets from TdLNs. We found that DNGR-1 blockade with monoclonal antibodies did not alter the loading of ZsGreen into migratory CD103^+^ or CD103^–^ DCs nor their resident counterparts (online supplemental figure S2C). Also, the frequency of ZsGreen^+^ cells in different DC subsets is consistent with previous studies,^31 32^ with a lower frequency of CD8α^+^ resident DCs bearing tumor-associated antigens (TAAs) (online supplemental figure S2C). We also injected WT and *Clec9a*^gfp/gfp^ mice with B78mCherryOVA tumors to analyze the delivery of mCherry, which is sensitive to lysosomal degradation, in DCs retrieved from TdLNs. In accordance with other studies,^8 32^ we found that migratory cDC1s are the only cells that can retain native tumor-derived mCherry and that the lack of DNGR-1 did not affect it (online supplemental figure S2D).

To directly address a potential role for DNGR-1 in cross-presentation of TAAs, WT and *Clec9a*^gfp/gfp^ mice were injected with B16OVA tumors and, at day 13 after tumor inoculation, we purified antigen-presenting subpopulations from tumors and TdLNs and cocultured them ex vivo with OVA-specific CD8^+^ T (OTI) cells. We observed that tumor-infiltrating or migratory cDC1s were slightly superior than cDC2, tumor-associated macrophages or LN-resident DCs at cross-presenting TAAs, but in a DNGR-1-independent manner (online supplemental figure S2E, F). These data indicate that absence of DNGR-1 does not affect tumor growth, DC infiltrates or the capacity of DCs to deliver TAAs to TdLNs or cross-present them.

### Lack of DNGR-1 delays tumor growth on Flt3L overexpression

Since Flt3L-mediated expansion of Batf3-dependent DCs boosts tumor-specific CD8^+^ T cells,^7^ we tested whether Flt3L effect on cDC1s could be affected by DNGR-1 in the context of tumors. As an initial approach, we tracked the growth of Flt3L-overexpressing B16 tumors (B16Flt3L). Notably, we found that tumor development was delayed in *Clec9a*^gfp/gfp^ compared with WT mice (figure 1C). Because Flt3L expression by cancer cells themselves might differentially regulate immune cell infiltration as soon as tumors become different in size, we performed gene therapy based on the hydrodynamic administration of a secreted Flt3L-encoding plasmid (FL), which results in liver production of the growth factor,^7^ to separately test its effect in parental B16F10 growth. After 14 days, systemic overexpression of FL in tumor-free WT or *Clec9a*^gfp/gfp^ mice did not affect the more primitive monocyte-DC progenitors (online supplemental figure S3A), but expanded common DC progenitors and pre-dendritic cells (pre-DCs) in bone marrow (online supplemental figure S3B, C). Furthermore, FL also drove a prominent expansion of circulating cDC1s and cDC2s (online supplemental figure S3D, E). FL administration promoted the expansion of cDC1s in both spleen (online supplemental figure S3F) and ear skin (online supplemental figure S3G) compared with mice receiving an empty plasmid. Also, cDC2s expanded to a lower extent in both spleen (online supplemental figure S3H) and periphery (online supplemental figure S3I). In both organs, immune populations that do not rely on Flt3L for their expansion, such as neutrophils or macrophages, remained at similar levels in mice treated with FL (online supplemental figure S3J, K). Therefore, FL expanded both cDC1s and cDC2s and their related progenitors. Importantly, FL-mediated DC expansion was equivalent between WT or *Clec9a*^gfp/gfp^ mice (online supplemental figure S3). We then treated WT or *Clec9a*^gfp/gfp^ mice with FL and, 24 hours later, injected them subcutaneously with B16F10 or MC38 tumors. Of note, *Clec9a*^gfp/gfp^ mice displayed a reduced tumor growth (figure 1D, E). These results suggest that DNGR-1 absence limits tumor growth on Flt3L therapy.

As DNGR-1 is a cell surface receptor that possibly senses necrosis in the tumor context, this interaction could be blocked by the use of anti-DNGR-1-blocking antibodies.^11 20 23^ We pretreated WT mice with FL and, 1 day later, inoculated them subcutaneously with B16F10 or MC38 tumors. As tumors grew, we inoculated mice with anti-DNGR-1-blocking antibodies or isotype control. DNGR-1 blockade in the presence of FL delayed tumor growth (figure 1F, G). These results indicate that DNGR-1 blockade combined with Flt3L can be therapeutically targeted as a tumor immunotherapy.

### DNGR-1 dampens antitumor immunity on Flt3L overexpression

To explore the cellular mechanisms underlying protection in DNGR-1-deficient settings following FL treatment, we studied the immune infiltrates of tumors from WT and *Clec9a*^gfp/gfp^ mice pretreated with FL. Consistent with improved antitumor immunity, *Clec9a*^gfp/gfp^ mice contained more CD8^+^ T cells within their tumors (figure 2A), but not more CD4^+^ T cells (figure 2B), when compared with WT controls. Similarly, therapeutic blockade of DNGR-1 resulted in increased CD8^+^ T cell infiltrates in FL-treated mice (figure 2C), but not in CD4^+^ T cells (figure 2D).

Since cDC1s are a key cell type for recruitment of CD8 T cells into tumors,^33^ we evaluated the role of cDC1s in the increased CD8^+^ T cell infiltration of tumors on DNGR-1 blockade, in the presence of FL. For this purpose, we used *Batf3*^–/–^ mice, which have a deficient cDC1 compartment.^6 7^ In contrast with WT mice, the administration of anti-DNGR-1-blocking antibodies did not increase the accumulation of CD8^+^ T cells in *Batf3*^–/–^ mice (figure 2E), suggesting that DNGR-1 blockade mediates its effect through cDC1s. These differences were only observed in CD8^+^ T cells, as CD4^+^ T cell infiltration remained similar in all experimental groups (figure 2F). Furthermore, the adaptive immune compartment was necessary for the protection against tumor growth, as B16F10 tumors grew at similar rates in FL-treated *Rag1^–/–^* and *Rag1^–/–^Clec9a*^gfp/gfp^ mice (figure 2G). Together, these data indicate that, on FL overexpression, DNGR-1 restricts antitumor CD8^+^ T cell responses that are dependent on cDC1s.

### DNGR-1 reduces the accumulation of tumor-infiltrating cDC1s on Flt3L overexpression

Given the restricted expression of DNGR-1 in cDC1s (online supplemental figure S1B, C), we studied its impact in cDC1 infiltration within tumors. Contrary to the similar DC infiltrates in steady state (online supplemental figure S2A, B), on FL treatment, the accumulation of CD103^+^ cDC1s within tumors in *Clec9a*^gfp/gfp^ mice was boosted compared with WT mice (Figure 3B and online supplemental figure S4A), without affecting tumor infiltration by cDC2s (Figure 3B and online supplemental figure S4B). The increased infiltration of cDC1s, but not cDC2s, within B16F10 tumors was recapitulated in FL-treated WT mice receiving anti-DNGR-1-blocking antibodies (figure 3C, D, online supplemental figure S4C, D). On the contrary, the numbers of the different DC populations at TdLNs remained comparable between WT and *Clec9a*^gfp/gfp^ mice treated with FL (online supplemental figure S4E–H).

**Figure 3:**
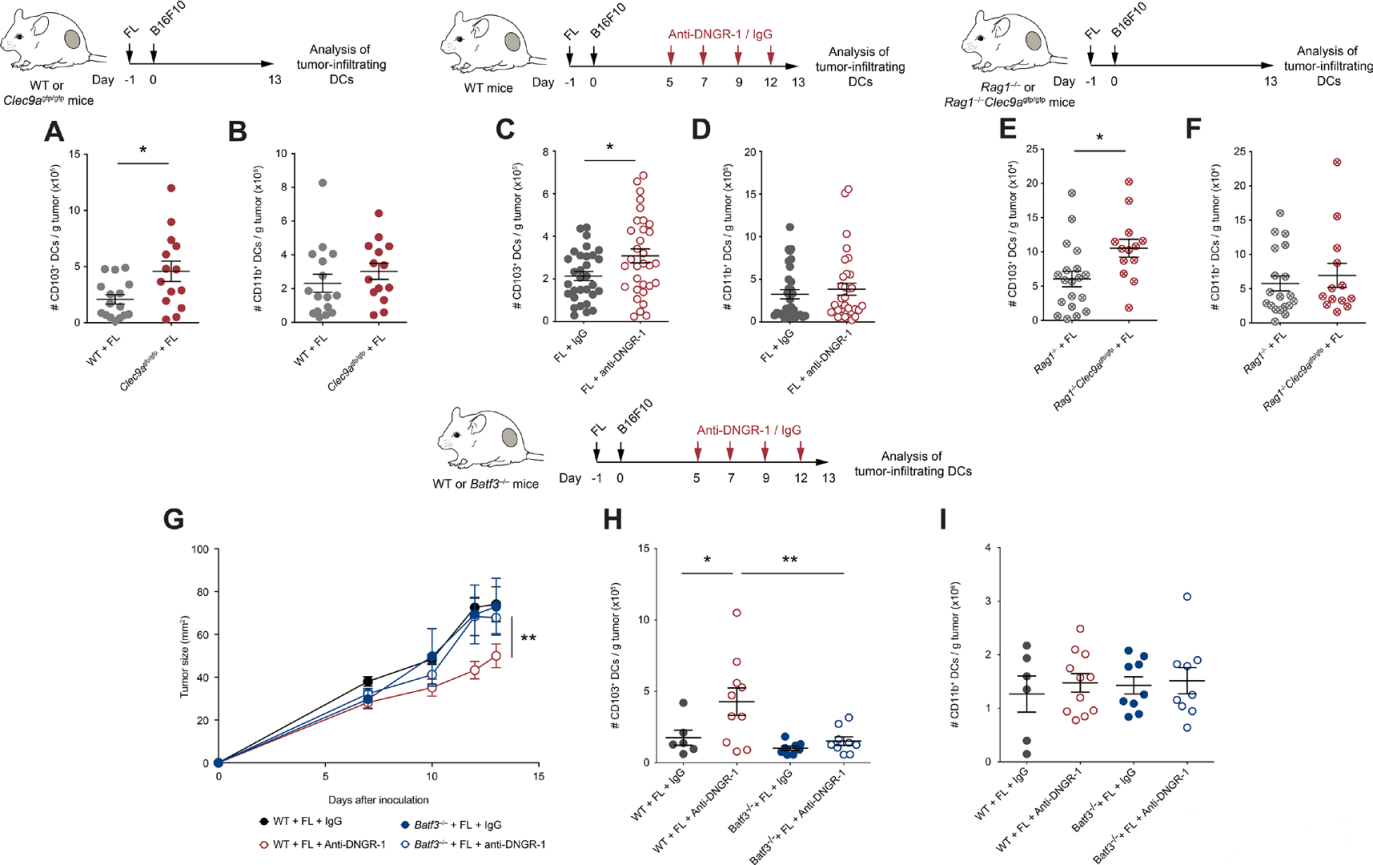
Increased tumor-infiltrating conventional type 1 dendritic cells (cDC1s) control tumor growth in FL-treated DNGR-1-deficient mice. (A, B) WT and *Clec9a*^gfp/gfp^ mice were hydrodynamically injected intravenously with FL. One day later, they were challenged with a subcutaneous inoculation of B16F10 tumors. At day 13 after tumor inoculation, tumors were collected and their immune infiltrates were analyzed by flow cytometry. Numbers of CD103^+^ (A) and CD11b^+^ (B) DCs per gram of tumor. (C–I) WT (C, D, G–I), *Rag1*^–/–^ and *Rag1*^–/–^*Clec9a*^gfp/gfp^ (E, F) and *Batf3*^–/–^ (G–I) mice that had been pretreated with FL 1 day before were inoculated subcutaneously with B16F10 tumors. At days 5, 7, 9 and 12, mice received intraperitoneal 100 µg of anti-DNGR-1-blocking antibodies or an isotype control. At day 13, tumors were collected, and immune infiltrates were analyzed by flow cytometry. Numbers of tumor-infiltrating CD103^+^ (C, E, H) and CD11b^+^ (D, F, I) dendritic cells (DCs) per gram of tumor are shown. (G) Tumor growth curves are depicted. (A, B) Pool of three independent experiments, with n=17 for WT mice and n=14 for *Clec9a*^gfp/gfp^ mice. (C, D) Pool of five independent experiments, with n=32 for each group. (E, F) Pool of three independent experiments, with n=17 for *Rag1*^–/–^ mice and n=13 for *Rag1*^–/–^*Clec9a*^gfp/gfp^ mice. (G–I) Pool of two independent experiments, where n=7 for WT mice injected with isotype control, n=11 for WT mice injected with anti-DNGR-1 antibodies, n=9 for *Batf3*^–/–^ mice receiving isotype control and n=9 for *Batf3*^–/–^ mice injected with anti-DNGR-1 antibodies. (A–F, H, I) Each point represents a single mouse. All data are shown as mean±SEM. (A–F) Student’s t-test was performed to assess statistical significance. (G) Statistical significance was evaluated with two-way analysis of variance (ANOVA). (H, I) Statistical significance was evaluated with one-way ANOVA followed by Fisher’s least significant difference test. *p<0.05 and **p<0.001.

To evaluate whether the increased cDC1 infiltration was dependent on the increased CD8^+^ T cell recruitment found on DNGR-1-deficient settings, we analyzed the DC compartment within B16F10 tumors from *Rag1^–/–^* and *Rag1^–/–^Clec9a*^gfp/gfp^ mice treated with FL. Despite having the same size (figure 2G), B16F10 tumors growing in *Rag1^–/–^Clec9a*^gfp/gfp^ mice contained more tumor-infiltrating cDC1s when compared with *Rag1^–/–^* controls (figure 3E), whereas numbers of cDC2s were similar (figure 3F). Thus, the accumulation of tumor-infiltrating cDC1s driven by DNGR-1 deficiency occurs independently of the tumor size and of the adaptive immune compartment. This result suggests that the increased infiltration of cDC1s on FL in DNGR-1-deficient settings precedes and drives adaptive antitumor immunity.

To test whether the effect of DNGR-1 on tumor growth and cDC1 infiltration was directly dependent on cDC1s, we treated WT or *Batf3*^–/–^ mice with FL and inoculated them subcutaneously with B16F10 tumor cells. While WT mice showed delayed tumor growth on DNGR-1 blockade, this protection was lost in *Batf3*^–/–^ mice (figure 3G). Accordingly, *Batf3*^–/–^ mice failed to increase the infiltration of cDC1s within their tumors (figure 3H), while cDC2s remained at similar levels across all experimental conditions (figure 3I). These results indicate that, in the presence of FL, DNGR-1 expression on cDC1s restricts the recruitment of cDC1s and CD8 T cells into the tumor.

### DNGR-1 modulates the gene expression profile induced by Flt3L in tumor-infiltrating cDC1s

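The cells were cDC1s, the dendritic cells that cross-present antigen to CD8+ T cells, taken on day 13 from B16F10 tumors, a transplanted mouse melanoma. A plasmid encoding Flt3L (FL), the growth factor of dendritic cells that acts through the receptor Flt3, or an empty plasmid (control) had been given by hydrodynamic injection 1 day before the tumor cells. WT and *Clec9a* gfp/gfp mice with either plasmid made 4 groups of 3 libraries each. Each library came from a separate pool of 2 to 3 mice, and the legend of Fig. 4 gives 3 independent experiments. *Clec9a* (ENSMUSG00000046080) encodes DNGR-1, a receptor for F-actin exposed by dead cells, and has 7 annotated exons on chromosome 6 of GRCm38, from 129408862 to 129424763. Its level was 336 ± 43.5 TMM-scaled counts per M (CPM) in WT control (SD, n = 3) and 348 ± 34.5 in WT FL libraries. The level in *Clec9a* gfp/gfp cDC1s was 4.25 ± 5.80 CPM with control and 0.807 ± 0.547 with FL. Over both plasmids its log2 fold change in *Clec9a* gfp/gfp against WT cDC1s was −7.12 (SE 0.36, adjusted p = 4.01e-09 from limma). The authors enriched CD11c+ cells on beads and sorted CD24+CD103+CD11b- cells out of the MHCII+ leukocytes that lacked Ly6C and F4/80. They made cDNA with a SMARTer kit and libraries with Nextera XT, which keep no record of strand, and sequenced 61 bases from 1 end of each fragment. They trimmed adaptors with cutadapt, estimated expression with RSEM and normalized the counts with TMM. Each deposited value was a whole count plus 0.5, divided by the TMM-scaled library size, within a tolerance of 0.02 counts. This size was 14.4 to 17.2 M counts in WT control, 20.0 to 25.9 M in WT FL and 20.2 to 24.1 M in *Clec9a* gfp/gfp FL libraries. It was 18.6, 21.0 and 3.06 M in *Clec9a* gfp/gfp control libraries 1, 2 and 3. Groups were compared with limma on log2(value + 1), with 1 mean per group over all 12 libraries, for the 11255 genes with a mean value of at least 1. Fold changes on this scale understate the change of genes with low values. P values were adjusted within each comparison by the Benjamini-Hochberg method, and genes and lists were called at an adjusted p under 0.1, the paper's threshold for genes. Gene lists were tested with camera at a preset inter-gene correlation of 0.01. With that correlation camera called 66 lists over the 4 main comparisons, against 73 with fgsea and 14 with the rotation test fry. With the correlation estimated from the libraries, camera called 0 of 33 lists in every comparison tested (smallest adjusted p = 0.104). The lists, the tests and the rule for the named genes were fixed before the data were examined, though the values shown in Figs. 4 and 5 had been seen. On the first principal component, with 32.9% of the variance, WT control 1 (−50), WT control 3 (−54.9) and *Clec9a* gfp/gfp FL 3 (46.3) stood apart from the other libraries (−11.9 to 27.3).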

To characterize the molecular mechanisms by which DNGR-1-deficient cDC1s enhance antitumor responses on FL treatment, we performed transcriptomics analysis on cDC1s purified from B16F10 tumors from WT and DNGR-1-deficient mice, either treated with FL or an empty plasmid (control). GSEA revealed seven gene sets modulated by FL in both WT and *Clec9a*^gfp/gfp^ cDC1s, TNFα signaling via NFκB, epithelial mesenchymal transition, inflammatory response, myogenesis, G2M checkpoint, E2F and Myc targets (figure 4A upper panel, online supplemental figure S5A, B). Among these, gene sets related to cDC1 activation, such as the TNFα signaling via NFκB and inflammatory response, were enriched on FL treatment in cDC1s from *Clec9a*^gfp/gfp^ mice compared with those from WT mice (figure 4A lower panel), as well as other immune-related gene sets such as the IFNα response (online supplemental figure S5C). These data suggest that the absence of DNGR-1 enhances some of the activation signatures imprinted by FL.

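In WT cDC1s, FL raised *Fscn1* (chromosome 5 of GRCm38, 142960343 to 142973185), which encodes fascin, the actin-bundling protein of mature dendritic cells, from 32.8 ± 5.06 to 184 ± 118 CPM (SD, n = 3 pools). It raised *Atg2a*, an autophagy gene, from 8.16 ± 4.70 to 38.7 ± 5.77 CPM. Their log2 fold changes were 2.23 (SE 0.49, adjusted p = 0.0421) and 2.25 (SE 0.42, adjusted p = 0.0386) by limma. FL lowered the cyclin gene *Ccna2* (chromosome 3, 36564865 to 36572150) in *Clec9a* gfp/gfp cDC1s from 164 ± 37.8 to 28.1 ± 10.7 CPM, a log2 fold change of −2.53 (SE 0.28, adjusted p = 0.000785 by limma). The enolase gene *Eno2* rose there from 1.58 ± 0.793 to 13.9 ± 8.18 CPM, by 2.44 (SE 0.41, adjusted p = 0.0108 by limma). *Tnfrsf4*, which encodes the costimulatory receptor OX40, rose by 2.21 (adjusted p = 0.0225 by limma). With FL, 604 genes were higher and 134 lower in WT cDC1s, and 226 were higher and 388 lower in *Clec9a* gfp/gfp cDC1s. In WT cDC1s column totals gave 964 and 37, sample quality weights 400 and 39, and a fit of only the groups compared 98 and 0. For *Clec9a* gfp/gfp cDC1s limma-voom gave 122 and 266, upper-quartile scaling 294 and 319, a fit of only the groups compared 373 and 612, and sample quality weights 604 and 916. Of these, 75 genes were higher in both genotypes where independent calls would share 12.1, and 13 were lower in both against 4.62. Fisher's exact test gave p = 5.25e-40 and 0.000719 for these overlaps, across genes, which are not independent replicates. *Cand1*, named after its values were seen, was the only gene called in opposite directions (0.86 in WT and −0.80 in *Clec9a* gfp/gfp cDC1s). The interaction of genotype and FL, which tests the difference between the effects, called 0 genes by limma (1027 at an unadjusted p under 0.05) and 0 by limma-voom. A call in 1 genotype alone therefore does not show a difference between them. Without WT control 3 or WT FL 2, limma and limma-voom called 0 genes in WT cDC1s (1367 and 1751 at an unadjusted p under 0.05 by limma), and the adjusted p was 0.209 and 0.177 for *Fscn1* and 0.202 and 0.172 for *Atg2a*. The WT count was 36 without WT FL 3, 373 without WT control 1, 424 and 437 without *Clec9a* gfp/gfp FL 1 and 2, and 2535 without WT control 2 (21, 85, 269, 450 and 2587 by limma-voom). The *Clec9a* gfp/gfp count was 106 without *Clec9a* gfp/gfp FL 3, 171 without *Clec9a* gfp/gfp FL 1, 210 without *Clec9a* gfp/gfp control 3 and 255 without *Clec9a* gfp/gfp control 2 (1, 1, 78 and 1 by limma-voom). The call of *Tnfrsf4* ended without *Clec9a* gfp/gfp control 3 (adjusted p = 0.111) or *Clec9a* gfp/gfp FL 3 (0.149).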

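Among targets of TNF signaling through NFκB, FL raised *Icosl*, which encodes the ligand of the costimulatory receptor ICOS, in WT cDC1s by a log2 fold change of 1.12 (adjusted p = 0.0388 by limma). It lowered *Egr1*, an immediate-early transcription factor, in *Clec9a* gfp/gfp cDC1s by −2.10 (adjusted p = 0.0168). Of 159 measured TNF targets, 19 rose and 1 fell in WT cDC1s (29 and 3 adjusted over the list alone), and 20 rose and 5 fell in *Clec9a* gfp/gfp cDC1s (42 and 7). Their median log2 fold change was 0.23 in WT (adjusted p = 0.0153 by camera) and 0.35 in *Clec9a* gfp/gfp cDC1s (adjusted p = 4.39e-06). With an estimated correlation these became adjusted p = 0.825 and 0.339. Of 124 genes of the inflammatory response, 11 rose in WT cDC1s (12 adjusted over the list alone), among them the cytokine receptor gene *Il4ra* (1.68, adjusted p = 0.0331). Of the same 124, 15 rose and 1 fell in *Clec9a* gfp/gfp cDC1s (29 and 5 adjusted over the list alone), among the higher *Tnfrsf9*, which encodes the costimulatory receptor 4-1BB (1.52, adjusted p = 0.0147). The median was 0.21 in WT (adjusted p = 0.0186 by camera) and 0.25 in *Clec9a* gfp/gfp cDC1s (adjusted p = 0.000195), or adjusted p = 0.771 and 0.325 with an estimated correlation. Of 46 genes of extracellular matrix and epithelial mesenchymal transition, 4 rose in WT cDC1s (4 adjusted over the list alone), among them the integrin gene *Itga5* (1.63, adjusted p = 0.0388). The *Clec9a* gfp/gfp counts were 3 higher and 1 lower (3 and 2 over the list alone). As a list they passed in *Clec9a* gfp/gfp (median 0.23, adjusted p = 0.0714 by camera, and 0.527 with an estimated correlation) and did not in WT cDC1s (0.01, adjusted p = 0.996). Of 51 genes of muscle and myogenesis, 7 rose in WT cDC1s, among them the non-muscle myosin gene *Myh9* (1.55, adjusted p = 0.0325). A count of 3 rose in *Clec9a* gfp/gfp cDC1s, among them the enolase gene *Eno3* (1.40, adjusted p = 0.0256). Over the list alone, 8 rose and 2 fell in WT and 3 rose in *Clec9a* gfp/gfp cDC1s, and the list passed in neither (medians 0.05 and 0.12, adjusted p = 0.368 and 0.2 by camera). Of lists that can mark handling of the cells, 14 heat shock and chaperone genes were lower as a group in WT (median −0.32, adjusted p = 0.0153 by camera) and *Clec9a* gfp/gfp cDC1s (−0.25, adjusted p = 0.06), or adjusted p = 0.453 and 0.278 with an estimated correlation. Of the 14, limma called 1 in WT and 0 in *Clec9a* gfp/gfp cDC1s, and 3 and 2 were lower at an unadjusted p under 0.05. The list's call in *Clec9a* gfp/gfp cDC1s ended without *Clec9a* gfp/gfp control 1 (0.213) and with sample quality weights (0.123). The 22 immediate-early genes were lower as a group in WT (−0.32, adjusted p = 0.0669 by camera, and 0.771 with an estimated correlation), except without WT FL 3 (0.519), and did not pass in *Clec9a* gfp/gfp cDC1s (0.15, adjusted p = 0.599). Of the 22, limma called 0 in WT and 3 in *Clec9a* gfp/gfp cDC1s. At an unadjusted p under 0.05, 3 were lower and 0 higher in WT, and 3 lower and 3 higher in *Clec9a* gfp/gfp cDC1s. Markers of other cell types were also higher as groups with FL in *Clec9a* gfp/gfp cDC1s, the 21 of macrophages and monocytes by a median of 0.86, the 6 of T cells by 0.62 and the 8 of fibroblasts and endothelium by 0.80. Their adjusted p was 1.82e-05, 0.0453 and 0.00469 by camera, and 0.216, 0.216 and 0.278 with an estimated correlation. Of these markers limma called 4, 1 and 0, and 11, 3 and 1 were higher at an unadjusted p under 0.05. In WT cDC1s the medians of these lists were 0.08, 0.23 and 0.41, and no list passed (adjusted p = 0.996, 0.51 and 0.331). Of other dendritic cells, the 11 markers of cDC2s were higher as a group in *Clec9a* gfp/gfp cDC1s by a median of 0.23 (adjusted p = 0.0714 by camera) and the 9 of plasmacytoid cells by 0.40 (adjusted p = 0.0288), or adjusted p = 0.29 and 0.2 with an estimated correlation. Limma called 2 of the 11 and 1 of the 9. At an unadjusted p under 0.05, 3 of each were higher, and 1 cDC2 marker was lower. Neither list passed in WT cDC1s (0.14 and 0.03, adjusted p = 0.996 for each). The cDC2 call ended without *Clec9a* gfp/gfp control 3 (0.149), *Clec9a* gfp/gfp FL 2 (0.165) or *Clec9a* gfp/gfp FL 3 (0.185), and with limma-voom (0.128), upper-quartile scaling (0.104), the filter at 5 (0.108) or sample quality weights (0.106). Thinning to the shallowest library ended that of the plasmacytoid cells (0.113). No interaction with genotype passed for the TNF, inflammatory, matrix or muscle lists (adjusted p = 0.233, 0.456, 0.205 and 0.944 by camera). In WT cDC1s the call of the TNF list ended without WT FL 1 (adjusted p = 0.108) or WT FL 2 (0.15), and that of the inflammatory list without WT control 1 (0.211). The call of the matrix list in *Clec9a* gfp/gfp cDC1s ended without *Clec9a* gfp/gfp control 1 (0.305), *Clec9a* gfp/gfp FL 2 (0.115) or *Clec9a* gfp/gfp FL 3 (0.703), and that of the T cell markers without *Clec9a* gfp/gfp control 1 (0.17). The matrix call also ended with upper-quartile scaling (0.104), with a filter at a value of 5 in 3 libraries (0.464) and, as did that of the T cell markers (0.135), with sample quality weights (0.56). The muscle list was called there without *Clec9a* gfp/gfp control 2 (0.072) or *Clec9a* gfp/gfp FL 1 (0.0804). The calls of *Il4ra*, *Itga5*, *Myh9* and *Icosl* ended without WT control 3 (adjusted p of up to 0.202) or WT FL 2, that of *Icosl* also without WT FL 3, and that of *Eno3* without *Clec9a* gfp/gfp control 3 or *Clec9a* gfp/gfp FL 3 (up to 0.164).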

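Genes that drive the cell through S phase and mitosis were lower with FL in both genotypes. FL lowered *Aurka*, which encodes the mitotic kinase Aurora A, in *Clec9a* gfp/gfp cDC1s from 73.0 ± 4.36 to 32.8 ± 6.27 CPM (SD, n = 3), a log2 fold change of −1.14 (adjusted p = 0.0152 by limma). *Cdc45*, a component of the replicative helicase, fell there by −1.2 (adjusted p = 0.0133 by limma). In WT cDC1s FL lowered *Ube2c*, which encodes a ubiquitin-conjugating enzyme of mitotic exit, by −0.95 (adjusted p = 0.056 by limma). Of 90 genes of G2 and M phase, 9 fell and 1 rose in WT cDC1s (19 and 1 adjusted over the list alone), and 31 fell in *Clec9a* gfp/gfp cDC1s (69 over the list alone). Their median log2 fold change was −0.35 in WT (adjusted p = 2.14e-06 by camera) and −0.71 in *Clec9a* gfp/gfp cDC1s (adjusted p = 3.16e-29), or adjusted p = 0.771 and 0.194 with an estimated correlation. Of 99 E2F and S-phase genes, 3 fell in WT (0 adjusted over the list alone by limma) and 10 in *Clec9a* gfp/gfp cDC1s (24). They had medians of −0.15 (adjusted p = 0.0473 by camera) and −0.44 (adjusted p = 2.65e-15), or adjusted p = 0.826 and 0.216 with an estimated correlation. Of 152 Myc targets and genes of ribosome biogenesis, 8 fell and 3 rose in WT (26 and 4 adjusted over the list alone). Of these, 12 fell in *Clec9a* gfp/gfp cDC1s (16, with 1 higher, over the list alone), among them the splicing factor gene *Srsf1* (−1.24, adjusted p = 0.0143 by limma). The medians of this list were −0.36 in WT (adjusted p = 1.12e-09 by camera) and −0.25 in *Clec9a* gfp/gfp cDC1s (adjusted p = 3.75e-09), or adjusted p = 0.453 and 0.194 with an estimated correlation. An interaction of FL with genotype passed for the G2 and M genes (median −0.46, adjusted p = 5.85e-07 by camera) and the E2F and S-phase genes (−0.41, adjusted p = 1.36e-05). With an estimated correlation both had adjusted p = 0.721, and the Myc targets did not pass (adjusted p = 0.537 by camera at the preset correlation). Part of the G2 and M interaction lies in the controls, where these genes were higher in *Clec9a* gfp/gfp than in WT cDC1s (median 0.22, adjusted p = 0.0433 by camera, and 0.994 with an estimated correlation), a call that ended without WT control 1 (0.454) or *Clec9a* gfp/gfp control 3 (0.377). The 11 measured melanoma markers had medians with FL of 0.01 in WT and −0.06 in *Clec9a* gfp/gfp cDC1s (adjusted p = 0.996 and 0.98 by camera). The call of the E2F list in WT cDC1s ended without WT control 2 (adjusted p = 0.383), WT FL 1 (0.138) or WT FL 2 (0.665), and that of *Ube2c* without WT control 3 (0.258), WT FL 2 or WT FL 3.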

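With FL, *Tnfrsf9*, the gene of the costimulatory receptor 4-1BB, was at 28.4 ± 10.1 CPM in *Clec9a* gfp/gfp and 10.3 ± 2.85 CPM in WT cDC1s (SD, n = 3 pools). Its log2 fold change was 1.36 (SE 0.29), which did not pass the adjustment over all genes (adjusted p = 0.574 by limma). *Gadd45b*, a stress-induced gene, had a log2 fold change of 0.81 (SE 0.34), and *Rsad2*, which encodes the interferon-induced antiviral protein viperin, had 0.70 (SE 0.36). Neither passed (adjusted p = 1 for each by limma). The lists moved by small amounts across many members. Of 159 TNF and NFκB targets, 110 lay above 0, at a median log2 fold change of 0.16 (adjusted p = 0.000251 by camera, and 0.485 with an estimated correlation). Of 124 genes of the inflammatory response, 86 lay above 0, also at a median of 0.16 (adjusted p = 0.000251, and 0.445 with an estimated correlation). Of 100 genes of the response to IFNα, 80 lay above 0, at a median of 0.12 (adjusted p = 4.77e-05, and 0.445 with an estimated correlation). No member of the 3 lists was called by limma or limma-voom over all genes. At an unadjusted p under 0.05, 7, 7 and 1 members were higher and 4, 1 and 0 lower, and adjusted over the list alone *Tnfrsf9* was the only member called. The IFNα genes had not passed with FL in WT cDC1s (median 0.10, adjusted p = 0.303 by camera) and had risen in *Clec9a* gfp/gfp cDC1s (0.30, adjusted p = 3.91e-05, and 0.339 with an estimated correlation). Beside these lists, macrophage and monocyte markers were higher in *Clec9a* gfp/gfp than in WT FL cDC1s by a median of 0.27 (21 genes), T cell markers by 0.69 (6 genes) and fibroblast and endothelial markers by 0.35 (8 genes). Their adjusted p was 0.0161, 0.00106 and 0.0185 by camera, and 0.447, 0.309 and 0.445 with an estimated correlation. The list calls rested on *Clec9a* gfp/gfp FL 3, without which the mean log2 fold change was −0.04 for the TNF (adjusted p = 0.762), 0.03 for the inflammatory (0.549) and 0.01 for the IFNα genes (0.762). Without that library the macrophage and fibroblast markers were not called (0.391 and 0.709), and 5 of the 19 lists called in this comparison were. Without WT FL 3 the TNF list (0.447) and the macrophage (0.447) and fibroblast markers (0.162) were not called, and without WT control 3 the IFNα genes were called in WT cDC1s (0.0502). Sample quality weights also ended the calls of the TNF list (0.203) and of the macrophage (0.13) and fibroblast markers (0.292), the last also ended by thinning every library to the shallowest (0.111).

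**Figure D1:**
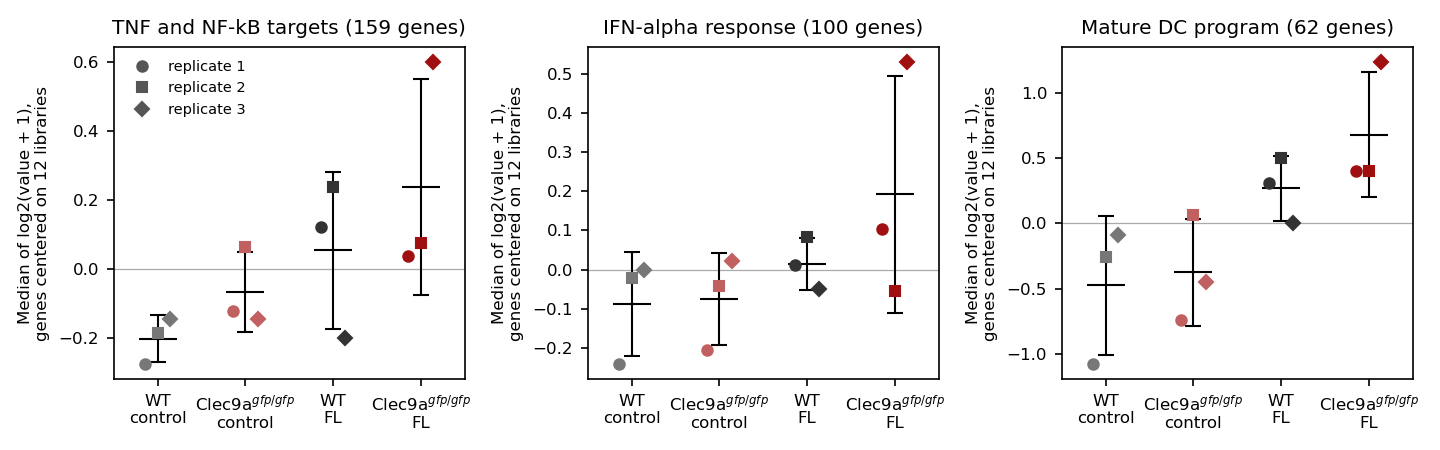
Median of log2(value + 1) over the genes of each list, each gene centered on its mean over the 12 libraries, by genotype and plasmid, for the TNF and NFκB targets (159 genes), the IFNα response (100 genes) and the mature dendritic cell program (62 genes), with a point per library shaped by replicate number, a line at the mean of the 3 libraries and a bar for their SD. In each panel *Clec9a* gfp/gfp FL 3 lies highest, at 0.60, 0.53 and 1.24, with the other *Clec9a* gfp/gfp FL libraries at 0.04 and 0.08, 0.10 and −0.06, and 0.40 and 0.40.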

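Costimulatory and checkpoint genes lay higher with FL in *Clec9a* gfp/gfp than in WT cDC1s, 18 of 23 of them above 0, at a median log2 fold change of 0.30 (adjusted p = 0.000227 by camera, and 0.445 with an estimated correlation). With FL against control, 3 of these 23 genes rose in WT and 3 in *Clec9a* gfp/gfp cDC1s (3 and 9 adjusted over the list alone). Among those in WT cDC1s was *Cd274*, which encodes PD-L1 (1.36, adjusted p = 0.0586 by limma). Their medians with FL were 0.39 in WT (adjusted p = 0.0186 by camera) and 0.52 in *Clec9a* gfp/gfp cDC1s (adjusted p = 8.39e-06), or adjusted p = 0.771 and 0.252 with an estimated correlation. Their interaction with genotype did not pass (adjusted p = 0.21 by camera). Between the genotypes under FL, 3 of 11255 genes were called by limma and by limma-voom. These were *Clec9a* (−7.64), *Gm43914*, a transcript inside it (−3.77), and *Clec7a*, which encodes the fungal receptor Dectin-1 (4.15). An unadjusted p under 0.05 was reached by 431 genes (3.83%), less than the share of 0.05 that no effect would give. This does not show that the groups were equal. Of 200 genes given a 2-fold change in a simulation of this comparison, limma called 39.5%. The groups did not overlap for 1113 of the 11255 genes, where chance gives 10%. The genes that FL had changed in WT cDC1s were then compared between the genotypes under FL. Of the 604 higher with FL, 315 lay above 0 in *Clec9a* gfp/gfp against WT cDC1s (median 0.02), and of the 134 lower, 76 lay below 0 (median −0.01). Neither set passed camera (0.529 and 0.788, unadjusted), and together 53.0% of the 738 genes lay on the side of the FL effect. The WT FL libraries enter both comparisons, so that a gene high in them by chance looks raised by FL and low in *Clec9a* gfp/gfp cDC1s. In data simulated with no genotype effect the share had a median of 32.1% (4.10% to 100%) and was as high in 18 of 100 simulations. Of the genes that FL had changed in *Clec9a* gfp/gfp cDC1s, 98.9% lay on the side of FL, with the *Clec9a* gfp/gfp FL libraries in both comparisons. The simulated median was 72.6% there, with 1 of 100 simulations as high. The simulations called a median of 2586 genes where the data called 738, and 243 where they called 614, so their sets were selected more loosely in WT and more tightly in *Clec9a* gfp/gfp cDC1s, which limits both comparisons. Without *Clec9a* gfp/gfp FL 3 the costimulatory list was not called between the genotypes (adjusted p = 0.363) and the share of WT-defined genes was 31.9%. Without WT control 1 the list was not called in WT cDC1s (0.211), and the call of *Cd274* ended without WT control 1 or 3 or any of the WT FL libraries (up to 0.271).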

**Figure 4:**
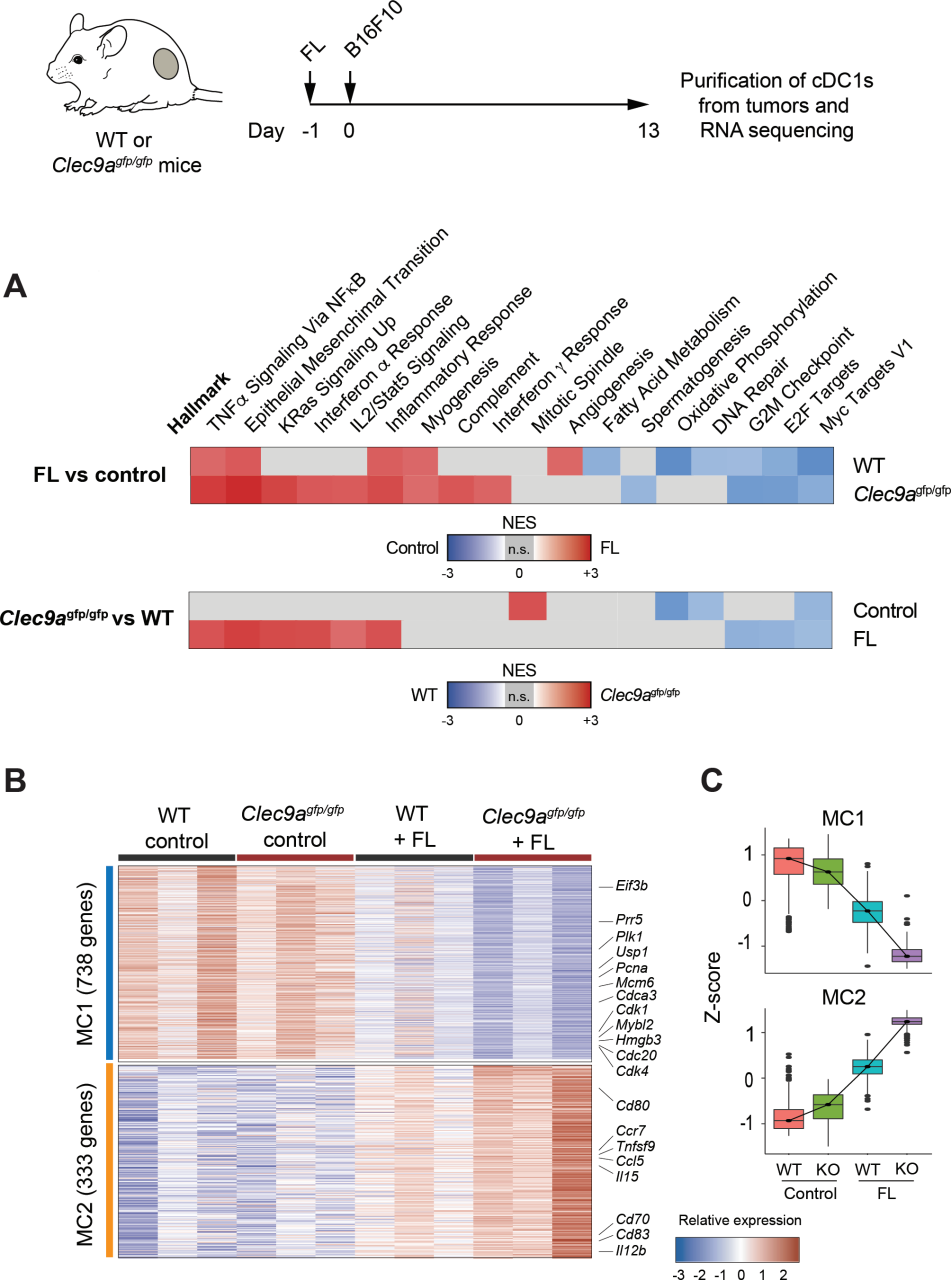
DNGR-1 dampens an activation signature induced by Flt3L (FL) in tumor-infiltrating conventional type 1 dendritic cells (cDC1s). RNA-Seq from CD103^+^ dendritic cells (DCs) purified from day 13 B16F10 tumors grown in WT and *Clec9a*^gfp/gfp^ mice that were hydrodynamically injected intravenously with FL or an empty plasmid. (A) Pairwise gene set enrichment analysis (GSEA). Only significantly enriched gene sets are colored according to their normalized enrichment score (NES). Upper panel: hallmark GSEA of intratumor CD103^+^ DCs from WT and *Clec9a*^gfp/gfp^ mice comparing FL-treated versus empty plasmid (control). Lower panel: hallmark GSEA of intratumor CD103^+^ DCs from FL-treated and empty plasmid (control) comparing WT versus *Clec9a*^gfp/gfp^ mice. Representative enrichment plots are shown in online supplemental figure S5. (B) Gene expression heatmap for metaclusters of interest after k-means clustering of differentially expressed genes in intratumor CD103^+^ DCs across all four conditions. Some genes of interest are highlighted. Three independent experiments were performed with samples from n=2–3 pooled mice per experiment. (C) Z-score for each of the genes belonging to metaclusters 1 and 2 (MC1 and MC2, respectively).

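Of 11255 genes tested, 2795 were called in at least 1 of the 6 pairwise comparisons of the 4 groups. K-means on their standardized values in the 12 libraries sorted them into 10 clusters of 160 to 454 genes. Clusters whose mean lay lower by at least 0.3 SD in WT FL than in both controls together, and again in *Clec9a* gfp/gfp FL than in WT FL cDC1s, were joined to a set called MC1-like here, after the paper's metacluster (MC) in Fig. 4B, with 5 clusters and 1245 genes. The mirrored rule gave an MC2-like set of 3 clusters and 661 genes, and the clusters of 454 and 435 genes joined neither. Genes of G2 and M phase fell almost all in the MC1-like set, 48 of the 49 that were clustered against 21.8 by chance (Fisher's exact test, adjusted p = 6.63e-15). So did 57 of 61 Myc targets and genes of ribosome biogenesis, against 27.2. Genes of the mature dendritic cell program fell in the MC2-like set, 44 of 45 against 10.6 by chance (adjusted p = 1.06e-25). With them were 43 of 65 TNF and NFκB targets against 15.4 (adjusted p = 3.45e-12) and 21 of 37 genes of the IFNα response against 8.75 (adjusted p = 6.36e-05). The sets were built from these same libraries, so the order of the groups within a set is not independent evidence of its direction. When single libraries were left out the union ranged from 985 genes (without *Clec9a* gfp/gfp FL 3) to 4828 (without WT control 2). The MC1-like set ranged from 150 (without *Clec9a* gfp/gfp FL 3) to 1347 genes (without *Clec9a* gfp/gfp control 1), and the MC2-like set from 111 (without *Clec9a* gfp/gfp FL 3) to 1245 genes (without WT control 2).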

Out of the total genes differentially expressed in any condition, and according to their behavior across samples, k-means clusters were unified into two MCs of relevance for this study (online supplemental figure S6A). 

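The gene of the mitotic activator *Cdc20* (chromosome 4 of GRCm38, 118432901 to 118437352) fell with FL from 99.2 ± 19.6 to 58.4 ± 8.13 CPM in WT cDC1s (SD, n = 3), a log2 fold change of −0.74 (adjusted p = 0.0832 by limma). It fell from 103 ± 9.35 to 58.8 ± 14.7 CPM in *Clec9a* gfp/gfp cDC1s, by −0.83 (adjusted p = 0.0565 by limma). Its log2 fold change between the genotypes under FL was −0.01. *Mybl2*, which encodes the cell cycle transcription factor B-Myb, fell with FL in *Clec9a* gfp/gfp cDC1s from 38.6 ± 2.99 to 15.5 ± 3.9 CPM, by −1.29 (adjusted p = 0.0134 by limma). In WT cDC1s it was at 25 ± 4.62 and 27.9 ± 2.79 CPM (0.16, adjusted p = 0.715), and the interaction of −1.45 did not pass (adjusted p = 0.326). The translation initiation factor gene *Eif3b* fell by −2.51 in *Clec9a* gfp/gfp cDC1s (adjusted p = 0.0102 by limma). Of 1245 genes in the MC1-like set, 135 were called with FL in WT and 387 in *Clec9a* gfp/gfp cDC1s, at median log2 fold changes of −0.53 and −0.51. The median between the genotypes under FL was −0.29, with 1146 genes below 0, 224 at an unadjusted p under 0.05 and 2 called by limma, *Clec9a* and *Gm43914*. The groups did not overlap for 274 of these genes, where chance gives 10%, and for 1113 of all 11255 genes. The set was formed from these libraries and is no independent evidence of its direction, nor is a count of the 12 cell cycle and biosynthesis genes highlighted for MC1 in Fig. 4B. Under FL all 12 lay lower in *Clec9a* gfp/gfp than in WT cDC1s, at a median of −0.37 (adjusted p = 2.13e-07 by camera, and 0.332 with an estimated correlation). Their mean went from −0.47 to −0.31 without *Clec9a* gfp/gfp FL 3 (adjusted p = 0.00905 by camera). Of the 12, limma and limma-voom called 0 over all genes, with 3 at an unadjusted p under 0.05 and 3 called when adjusted over the list alone. With FL against control their median was −0.40 in WT cDC1s (adjusted p = 0.00344 by camera, and 0.771 with an estimated correlation), with 1 called (6 adjusted over the list alone). In *Clec9a* gfp/gfp cDC1s it was −0.92 (adjusted p = 9.07e-12, and 0.104 with an estimated correlation), with 8 called (12 over the list alone). The call of *Cdc20* ended in 7 of 12 refits without 1 library in WT and in 5 of 12 in *Clec9a* gfp/gfp cDC1s. In WT cDC1s it also ended with column totals (0.141), with only the groups compared (0.184) and with sample quality weights (0.128), and in both genotypes with thinning to the shallowest library (0.111 and 0.132).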

On the one hand, MC1 identified genes whose expression is decreased in WT cDC1s on FL injection, and further downregulated in cDC1s from FL-treated *Clec9a*^gfp/gfp^ mice (figure 4B, C). On the other hand, MC2 comprised clusters 2 and 9 and identified genes that are induced in WT mice on FL injection and are further upregulated in *Clec9a*^gfp/gfp^ cDC1s also on FL (figure 4B, C). 

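In the MC2-like set of 661 genes, the median standardized value was −0.95 in WT control, −0.37 in *Clec9a* gfp/gfp control, 0.30 in WT FL and 0.99 in *Clec9a* gfp/gfp FL cDC1s. With FL, 142 of these genes were called in WT and 216 in *Clec9a* gfp/gfp cDC1s, at median log2 fold changes of 0.69 and 0.80. Between the genotypes under FL, 632 of the 661 genes lay above 0, at a median of 0.41, and 78 had an unadjusted p under 0.05. *Clec7a*, the gene of the fungal receptor Dectin-1, which lies 36828 bp from *Clec9a*, was the only one called in that comparison by limma. The groups did not overlap for 148 of the 661 genes, where chance gives 10%, and for 1113 of all 11255 genes tested. Genes of the inflammatory response were drawn to this set, 25 of the 42 clustered against 9.93 by chance (Fisher's exact test, adjusted p = 6.31e-06). It also held 9 of 12 clustered costimulatory and checkpoint genes and 7 of 7 chemokine genes. The set was chosen for this order of the groups in these libraries, which is therefore not independent evidence of it.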

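Under FL, the costimulatory ligand gene *Cd70* (chromosome 17 of GRCm38, 57145997 to 57149777) was at 14.9 ± 4.84 CPM in *Clec9a* gfp/gfp and 6.38 ± 2.57 CPM in WT cDC1s (SD, n = 3 pools), a log2 fold change of 1.13 (SE 0.41). *Il15* (chromosome 8, 82331632 to 82403222), which encodes a cytokine that sustains T and NK cells, was at 37.3 ± 5.58 against 25.7 ± 1.52 CPM, a log2 fold change of 0.52 (SE 0.24). For these 2 genes every *Clec9a* gfp/gfp library lay above every WT library (two-sided exact permutation test, p = 0.1 for each, the smallest p that 3 pools against 3 allow). Neither passed the adjustment over all genes (adjusted p = 1 by limma). The costimulatory genes *Cd83* and *Cd80* had log2 fold changes of 0.63 (SE 0.29) and 0.39 (SE 0.29). They were at 2684 ± 1449 against 1612 ± 335 CPM and at 32.1 ± 12.1 against 23.4 ± 3.9 CPM, with overlapping libraries (exact p = 0.3 and 0.4). *Ccr7*, the homing receptor for lymph nodes, had 0.69 (SE 0.41) and *Il12b*, which encodes the p40 subunit of IL-12, had 0.49 (SE 0.49), again with overlapping libraries (exact p = 0.2 and 0.4). With *Ccl5* and *Tnfsf9*, all 8 genes highlighted for MC2 in Fig. 4B lay above 0, at a median of 0.65 (adjusted p = 2.33e-06 by camera, and 0.445 with an estimated correlation). Of the 8, limma called 0 over all genes and 0 over the list alone and limma-voom 0, and 3 had an unadjusted p under 0.05. The 8 were chosen on these samples and are not independent evidence of the direction. Without *Clec9a* gfp/gfp FL 3 the mean log2 fold change of the 8 fell from 0.66 to 0.34 (adjusted p = 0.0375 by camera). With each gene centered, their median was 1.60 in *Clec9a* gfp/gfp FL 3 against 0.56 and 0.46 in the other *Clec9a* gfp/gfp FL libraries.

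**Figure D2:**
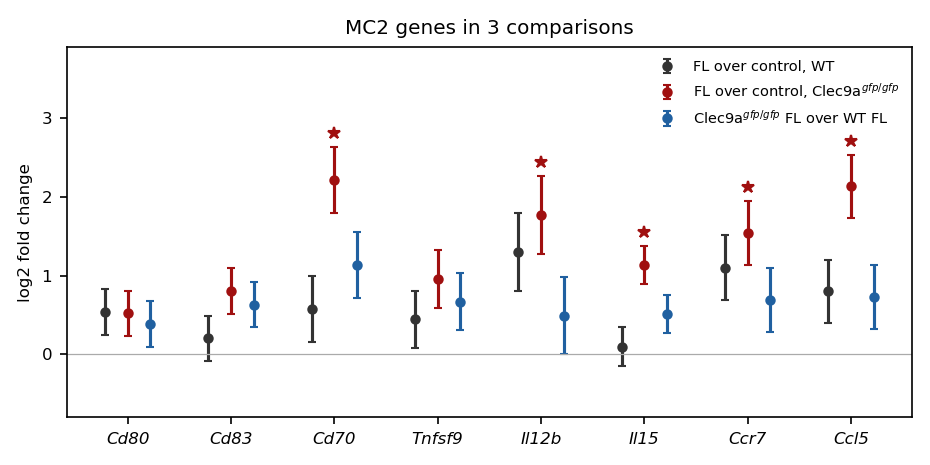
Log2 fold change of the 8 genes highlighted for MC2 in Fig. 4B, for FL over control in WT cDC1s, FL over control in *Clec9a* gfp/gfp cDC1s and *Clec9a* gfp/gfp over WT cDC1s with FL, as estimates from limma over 12 libraries with bars of ± SE. A star marks an adjusted p under 0.1, reached for FL over control in *Clec9a* gfp/gfp cDC1s by *Cd70*, *Il12b*, *Il15*, *Ccr7* and *Ccl5*.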

Notably, MC2 includes cDC1 costimulatory molecules such as CD80, CD83 or CD70, cytokines such as IL12b or IL15 and chemokine receptors such as CCR7 and chemokines including CCL5. We validated by flow cytometry some relevant features from the RNA-Seq data. Using FL-treated mice that received anti-DNGR-1-blocking antibodies, we confirmed the increase in IL12p40 and CCR7 expression in cDC1s (online supplemental figure S6B, D), but not in cDC2s (online supplemental figure S6C, E). 

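As a list at the preset correlation, the genes of the mature, migratory dendritic cell program were higher with FL in cDC1s of both genotypes. They were also higher in *Clec9a* gfp/gfp than in WT cDC1s under FL, a call that rested on *Clec9a* gfp/gfp FL 3. With FL, 57 of its 62 genes lay above 0 in WT cDC1s, at a median log2 fold change of 0.74 (adjusted p = 1.32e-09 by camera, and 0.771 with an estimated correlation). Of these 9 rose past the test (26 adjusted over the list alone), among them the calcium channel subunit gene *Cacnb3* (1.69, adjusted p = 0.0508 by limma). In *Clec9a* gfp/gfp cDC1s 58 of the 62 lay above 0, at a median of 1.02 (adjusted p = 8.76e-23 by camera, and 0.216 with an estimated correlation). There 27 rose (43, with 1 lower, adjusted over the list alone), among them the tetraspanin gene *Cd63* (2.04, adjusted p = 0.0124 by limma) and the adaptor protein gene *Samsn1* (2.08, adjusted p = 0.0134). Between the genotypes under FL, 52 of the 62 lay higher in *Clec9a* gfp/gfp cDC1s, at a median of 0.45 (adjusted p = 5.55e-10 by camera, and 0.445 with an estimated correlation). No member was called there by limma, over all genes or over the list alone, or by limma-voom. At an unadjusted p under 0.05, 7 members were higher and 1 lower, among them *Ramp3*, a receptor-modifying protein gene (1.01, SE 0.40). Markers of macrophages and monocytes (mean 0.25) and of T cells (mean 0.59) were called higher by camera there too. *Il7r* is counted both in the program and among the T cell markers. The difference between the FL effects of both genotypes passed for the program (median 0.40, adjusted p = 0.00205 by camera, and 0.754 with an estimated correlation). Markers of cDC1 identity, 32 genes that include *Clec9a*, had medians with FL of 0.07 in WT (adjusted p = 0.942 by camera) and −0.06 in *Clec9a* gfp/gfp cDC1s (adjusted p = 0.345). Between the genotypes under FL they had a median of −0.06 and a mean of −0.32 (adjusted p = 0.0186 by camera, and 0.445 with an estimated correlation). *Clec9a* itself, the targeted gene, was at −7.64 and pulls this mean down. The list was not tested without it, so the call does not show a loss of cDC1 identity. Without *Clec9a* gfp/gfp FL 3 the program was not called between the genotypes (mean 0.09, adjusted p = 0.191), nor were the cDC1 markers (0.221), which were also not called without WT FL 3 (0.323) or with sample quality weights (0.103). The call of *Cacnb3* ended without WT control 1 or 3, WT FL 2 or WT FL 3 (adjusted p of up to 0.22). From the activation gene sets and the MC2 genes in the RNA and from flow cytometry of IL12p40 and CCR7, the paper proposes that DNGR-1 holds back the activation that FL brings about in cDC1s of the tumor.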

Altogether, these results suggest that DNGR-1 restrains the activation of tumor-infiltrating cDC1s induced by FL.

### Flt3L-induced *Ccl5* expression is enhanced in DNGR-1-deficient cDC1s, favoring their recruitment into the tumor

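Chemokine genes, which encode the proteins that draw leukocytes along gradients, rose as a group with FL in *Clec9a* gfp/gfp cDC1s, at a median log2 fold change of 1.08 (adjusted p = 8.16e-06 by camera, and 0.216 with an estimated correlation). Of 18 measured, 4 rose (12, with 1 lower, adjusted over the list alone), namely *Ccl5*, *Ccl3*, *Ccl9* (1.61, adjusted p = 0.0785 by limma) and *Ccl2* (1.40, adjusted p = 0.0862). In WT cDC1s limma called only *Cx3cl1*, the gene of fractalkine (1.97, adjusted p = 0.0473), and the list did not pass (median 0.02, adjusted p = 0.741 by camera). In *Clec9a* gfp/gfp cDC1s macrophage and monocyte markers were also higher as a group with FL (median 0.86, adjusted p = 1.82e-05 by camera, and 0.216 with an estimated correlation), with 4 of 21 called by limma. Whether such cells added chemokine RNA, despite a sort gated against F4/80, Ly6C and CD11b, was not tested. The interaction with genotype passed for the list (median 0.76, adjusted p = 0.00121 by camera, and 0.721 with an estimated correlation), as it did for these markers (0.74, adjusted p = 0.000135, and 0.721). Part of the chemokine interaction lies in the controls, where the list was lower in *Clec9a* gfp/gfp than in WT cDC1s (median −0.62, adjusted p = 0.0456 by camera, and 0.994 with an estimated correlation). That call ended without WT control 3 (0.27) or *Clec9a* gfp/gfp control 1 (0.131) and with a filter at a value of 5 in 3 libraries (0.107). Between the genotypes under FL, 15 of the 18 lay higher in *Clec9a* gfp/gfp cDC1s, at a median of 0.25 (adjusted p = 0.00868 by camera, and 0.447 with an estimated correlation). In that comparison limma called 0 of them over all genes or over the list alone, limma-voom called 0, and 0 had an unadjusted p under 0.05. T cell markers were also higher there as a group (mean 0.59, adjusted p = 0.00106 by camera), with 0 of 6 called by limma. They stayed called without *Clec9a* gfp/gfp FL 3 (0.49, adjusted p = 0.0375). With an estimated correlation no list was called there (smallest adjusted p = 0.309). Whether T cells added RNA of *Ccl5* or other chemokines was not tested. By mean level over the 12 libraries, *Cxcl16* (680 CPM) and *Ccl22* (648 CPM), which bind CXCR6 and CCR4, stood first. Their log2 fold changes between the genotypes under FL were 0.34 (SE 0.25) and 0.38 (SE 0.35). *Cxcl9*, a ligand of CXCR3, followed at 191 CPM with −0.15, though under FL *Ccl5* stood above it in both genotypes, and *Cxcl2*, a neutrophil attractant, stood last at 1.41 CPM. The list's call between the genotypes ended without WT FL 3 (mean −0.00, adjusted p = 0.8) or *Clec9a* gfp/gfp FL 3 (0.07, adjusted p = 0.709) and with sample quality weights (0.15, adjusted p = 0.203). The calls of *Ccl9* and *Ccl2* each ended in 6 of 12 refits without 1 library (adjusted p of up to 0.332 and 0.361, without *Clec9a* gfp/gfp FL 3), and that of *Cx3cl1* without WT control 1, WT control 3 or WT FL 2 (up to 0.235).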

Based on our transcriptomic analysis of tumor-infiltrating cDC1s, we focused on chemokine genes as the potential mediators of cDC1s infiltration within the tumor bed. We identified *Ccl5* and *Ccl3* as chemokines induced in DNGR-1-deficient cDC1s versus WT cDC1s on FL administration (figure 5A). However, global *Ccl3* expression was low (figure 5A), suggesting that the highly expressed *Ccl5* could play a more relevant role in cDC1 recruitment. Indeed, analysis of dataset GSE15907^34^ indicates that peripheral migratory mDC1s express *Ccl5* levels comparable to NK cells, while the expression level of *Ccl3* by cDC1s is negligible (figure 5B). Indeed, we confirmed that *Ccl5* was highly expressed in cDC1s from DNGR-1-deficient mice on FL administration compared with cDC1s from WT mice under the same conditions, but also compared with cDC1s from either WT or DNGR-1-deficient mice administered with an empty plasmid (figure 5C).

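*Ccl5* (ENSMUSG00000035042), which encodes a secreted chemokine, has 3 exons on chromosome 11 of GRCm38, from 83525778 to 83530518. *Ccl3* (ENSMUSG00000000982), also a chemokine gene, lies there from 83647844 to 83649355. Under FL, *Ccl5* was at 302 ± 112 CPM in *Clec9a* gfp/gfp cDC1s (SD, n = 3 pools, values of 285, 200 and 421) and at 180 ± 54.9 CPM in WT cDC1s (205, 217 and 117), a ratio of 1.68. Its log2 fold change was 0.73 (SE 0.40), with an adjusted p of 1 by limma over all genes and of 0.64 adjusted over the list of chemokines alone. *Ccl3* was at 21.7 ± 7.74 CPM in *Clec9a* gfp/gfp and 12.5 ± 5.18 CPM in WT cDC1s, a ratio of 1.74 and a log2 fold change of 0.78 (SE 0.42, adjusted p = 1 by limma). The pools of the 2 genotypes overlapped for both genes (two-sided exact permutation test, p = 0.3 for *Ccl5* and 0.2 for *Ccl3*, where the smallest p that 3 pools against 3 allow is 0.1). The unadjusted p from limma over all 12 libraries, which borrows the spread of other genes, was 0.0877 for *Ccl5* and 0.0789 for *Ccl3*. Without WT FL 3 the log2 fold change was 0.45 for *Ccl5* and 0.45 for *Ccl3*.

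**Figure D3:**
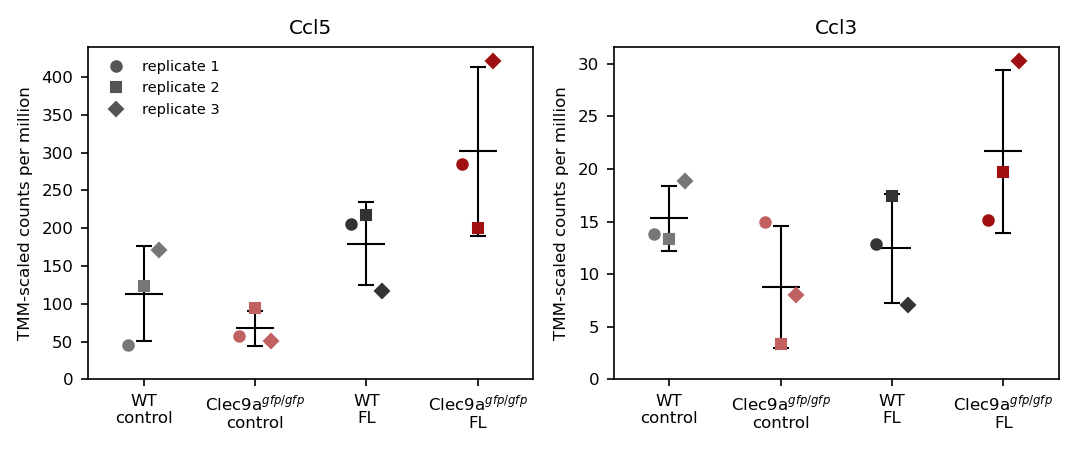
Level of *Ccl5* and of *Ccl3* in TMM-scaled CPM, on an axis from 0, in the 4 groups of cDC1 libraries, with circles, squares and diamonds for the pools of replicates 1, 2 and 3, a line at their mean and a bar for their SD. For *Ccl5* under FL the *Clec9a* gfp/gfp pools at 200 to 421 overlap the WT pools at 117 to 217.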

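In *Clec9a* gfp/gfp cDC1s under FL the level of *Ccl5* was 13.9 times that of *Ccl3*, and *Ccl5* ranked 476 and *Ccl3* 5726 of the 11255 genes by level. Over the 12 libraries the mean of *Ccl5* was 166 CPM and that of *Ccl3* 14.6 CPM, at percentiles 91.1 and 38.7 of all genes. Among the 18 chemokine genes *Ccl5* ranked 4 and *Ccl3* ranked 10 by this mean, and under FL *Ccl5* ranked 3 in both genotypes and *Ccl3* 11 in WT and 10 in *Clec9a* gfp/gfp cDC1s. Without FL, *Ccl3* was at 15.3 ± 3.08 CPM in WT and 8.78 ± 5.81 CPM in *Clec9a* gfp/gfp cDC1s (SD, n = 3). FL raised *Ccl3* in *Clec9a* gfp/gfp cDC1s by a log2 fold change of 1.35 (adjusted p = 0.0946 by limma), a call that ended in 7 of 12 refits without 1 library. It also ended with limma-voom (0.129), no pseudocount (0.106), column totals (0.103), a replicate block (0.109), a pseudocount of 0.1 (0.102) and thinning to the shallowest library (0.101). In WT cDC1s the change was −0.34 (adjusted p = 0.654), and the interaction of genotype and FL at *Ccl3*, 1.69 (SE 0.59), did not pass (adjusted p = 0.455 by limma).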

**Figure 5:**
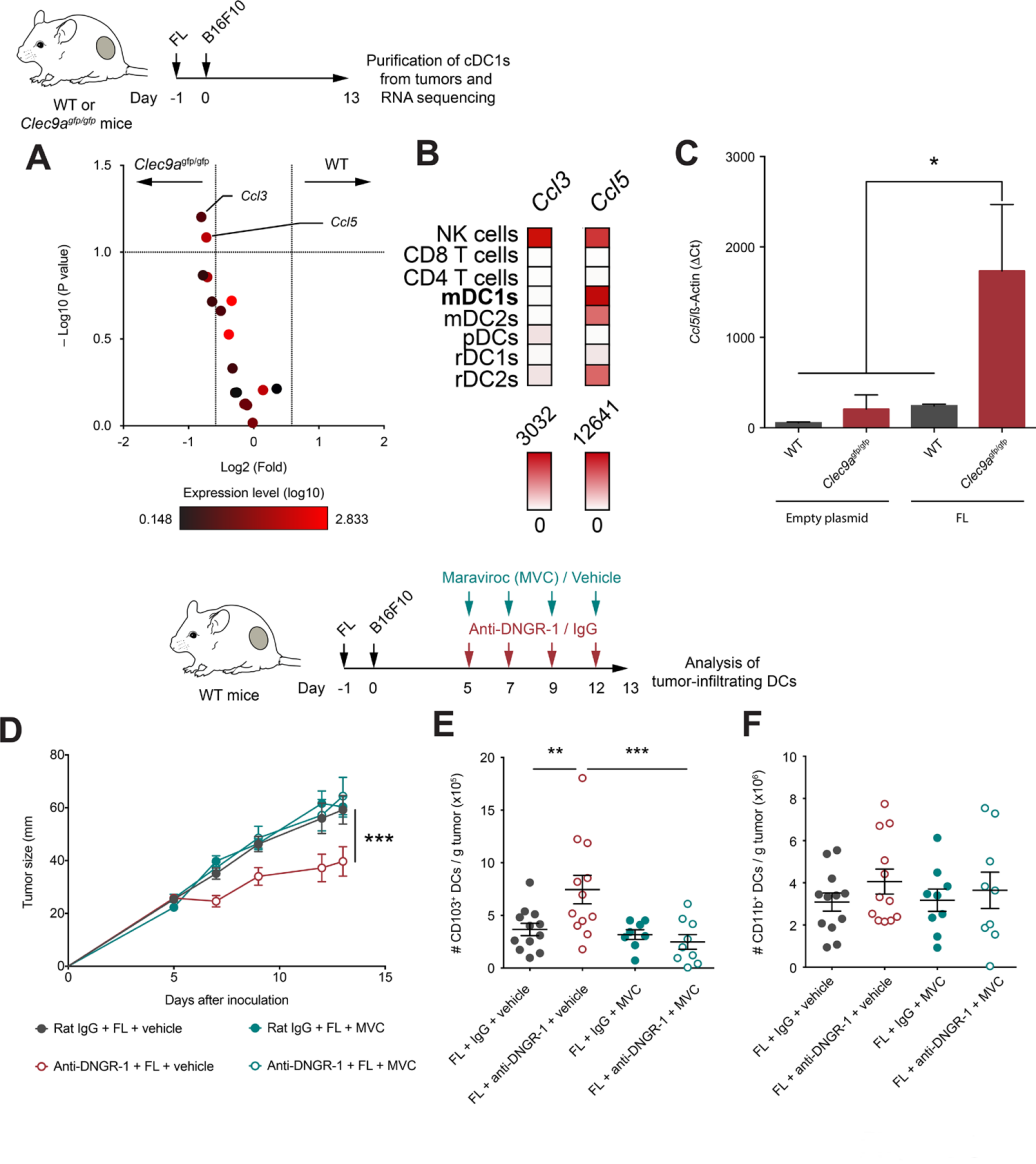
DNGR-1 regulates CCL5/CCR5-mediated infiltration of conventional type 1 dendritic cell (cDC1) in the tumor on Flt3L administration. (A) Volcano plot of chemokines detected in the RNA-seq experiment shown in figure 5. Red color intensity indicates expression level (log10), x-axis indicates fold change of expression in intratumor CD103^+^ dendritic cells (DCs) from WT compared with *Clec9a*^gfp/gfp^ mice and y-axis indicates negative log10 (FDR, p value). (B) Expression profile of *Ccl3* and *Ccl5* across different immune populations from GSE15907. (C) *Ccl5* expression relative to β-actin by qPCR from CD103^+^ DCs purified from 13-day B16F10 tumors grown in WT and *Clec9a*^gfp/gfp^ mice hydrodynamically injected intravenously with FL or an empty plasmid. (D–F) WT mice were pretreated with FL, and after 24 hours, they were inoculated subcutaneously with B16F10 tumors in the right flank. Over the course of tumor growth, mice were treated intraperitoneally at days 5, 7, 9 and 12 with anti-DNGR-1-blocking antibodies or an isotype control. Together with antibody administration, mice received maraviroc (MVC) or vehicle intraperitoneally. Tumor growth kinetics is shown (D). At day 13 after tumor inoculation, tumors were collected for quantification of tumor-infiltrating DCs by flow cytometry. Numbers of CD103^+^ (E) or CD11b^+^ (F) DCs per gram of tumor are shown. (C) Pool of three experiments with n=2–3 mice pooled per experiment. Pool of two independent experiments with n=12 for vehicle groups and n=9 MVC groups. (C–F) All data are shown as mean±SEM. (E, F) Each dot represents a single mouse. (D) Statistical significance was evaluated with two-way analysis of variance (ANOVA). (E, F) Statistical significance was evaluated with one-way ANOVA followed by Fisher’s least significant difference test. *p<0.05, **p<0.01 and ***p<0.001.

CCR5 is the chemokine receptor for CCL5, but also the main infection route for the HIV. Several drugs that block the entry of the virus have been developed such as maraviroc (MVC), which also blocks CCR5 signaling and migration in response to CCL5.^35^ To assess whether the CCL5/CCR5 axis is responsible for the enhanced accumulation of cDC1s in tumors from FL-treated mice in DNGR-1-deficient settings, we tested the effect of MVC in tumor growth and DC infiltration. WT mice were treated with FL and injected subcutaneously with B16F10 tumors. During tumor development, mice were treated with either anti-DNGR-1-blocking antibodies or their isotype control and, simultaneously, with MVC or vehicle. Notably, coadministration of MVC reverted the protection provided by anti-DNGR-1 antibodies and FL (figure 5D) and, consistently, impeded the enhanced accumulation of cDC1s on blockade of DNGR-1 (figure 5E). Besides, the infiltration of cDC2s was not affected in any treatment regime (figure 5F). Together, these data indicate that, in the presence of Flt3L, DNGR-1 deficiency in cDC1s boosts CCL5 expression, suggesting that cDC1s may contribute to the recruitment of more cDC1s through the production of CCL5.

### Coexpression of *FLT3LG* and *CCL5*/*CCR5* associates with increased cDC1 score and improved survival in several human cancers

Both *FLT3LG* and *CCL5* have been separately associated with the amount of cDC1s within the TME,^4 9^ but based on our recent findings we hypothesized that the interplay of both factors might impact the infiltration of cDC1s into human cancers and, thus, affect their prognosis. For this reason, we generated an *FLT3LG*/*CCL5* expression signature for patients from TCGA and stratified them into low (first quartile), intermediate (second and third quartiles) and high (fourth quartile). Notably, we found a strong correlation of *FLT3LG* and *CCL5* expression in the case of metastatic human skin cutaneous melanomas (M-SKCM), BRCAs and CESCs (figure 6A). In addition, we calculated a cDC1 score based on the gene expression signature based on expression of *KIT, CCR7, BATF3, FLT3, ZBTB46, IRF8, BTLA* and *MYCL1* as explained in Methods and described by Barry *et al*.^9^ The cDC1 signature score progressively increased with the *FLT3LG*/*CCL5* expression signature (figure 6B). Importantly, patients that coexpressed high transcript levels of *FLT3LG* and *CCL5* experienced longer overall survival compared with patients bearing an intermediate and low expression of the *FLT3LG*/*CCL5* signature (figure 6C). These data support the involvement of CCL5 in cooperation with FLT3LG in the cDC1 infiltration and antitumor response.

**Figure 6:**
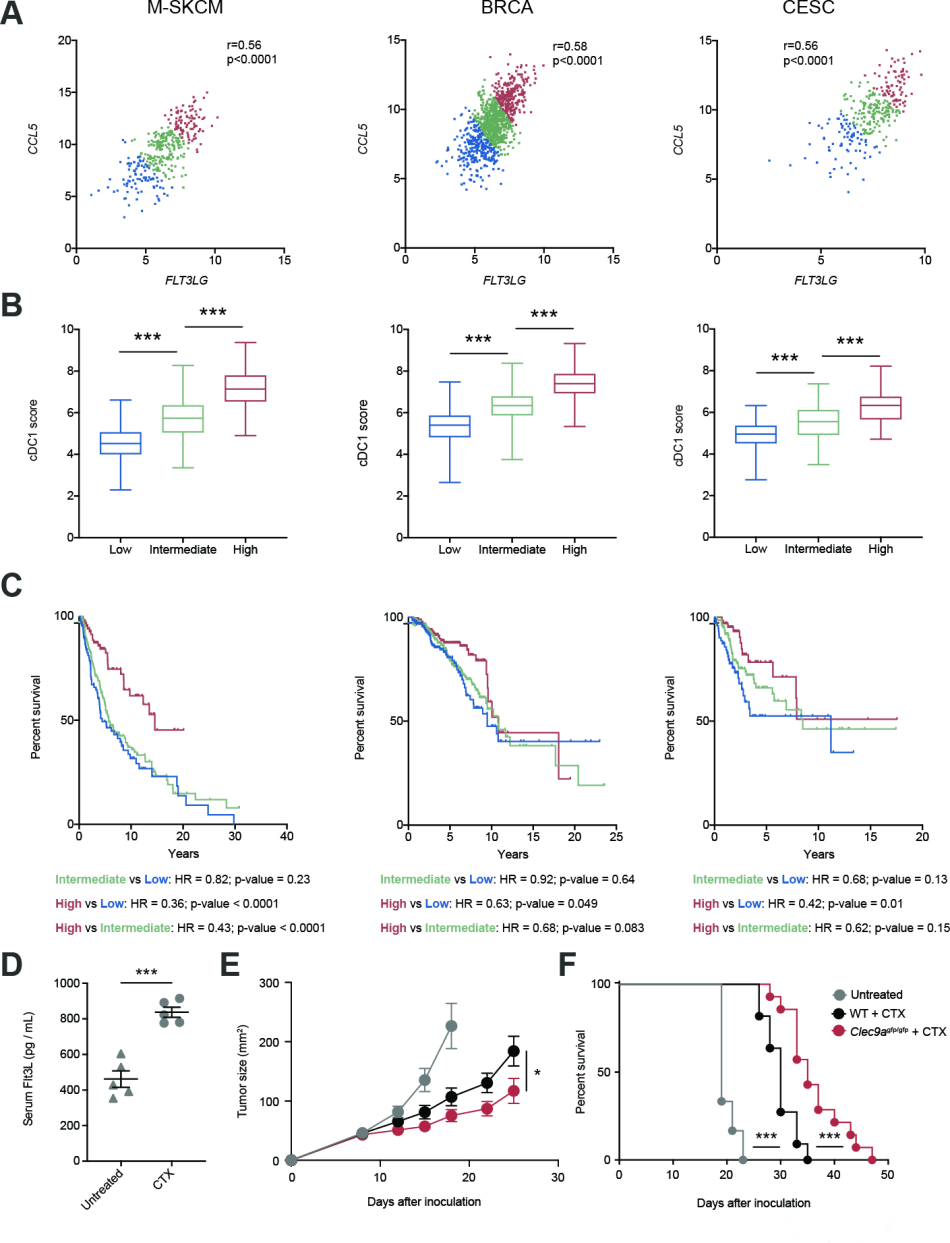
Cooccurrence of *FLT3LG* expression and the *CCL5* associates with increased conventional type 1 dendritic cell (cDC1) score and better survival in several human cancers. (A) Correlation of *FLT3LG* and *CCL5* expression within tumors of metastatic skin cutaneous melanoma (M-SKCM), breast carcinoma (BRCA) and cervical squamous carcinoma (CESC) using data extracted from the The Cancer Genome Atlas. Patients with cancer were assigned an *FLT3LG*/*CCL5* score and sorted into low (first quartile), intermediate (second and third quartiles) and high (fourth quartile). (B) cDC1 score based on expression of *KIT, CCR7, BATF3, FLT3, ZBTB46, IRF8, BTLA* and *MYCL1* as explained in Methods was calculated within tumors from the quartile subcohorts of patients with M-SKCM, BRCA and CESC. (C) Overall survival of the quartile subcohorts of patients indicated in (A). (D–F) B16F10 tumor-bearing WT mice were inoculated with cyclophosphamide (CTX) at days 8 and 14 of tumor development. (D) At day 16, blood was collected and serum levels of FLT3L were quantified. (E, F) B16F10 tumors were inoculated in the flank of WT and *Clec9a*^gfp/gfp^ mice, which were treated with CTX at days 8 and 14. The graphs represent the tumor growth curves (E) and survival curves (F). (A) Each point indicates a patient. r, Pearson correlation coefficient. (B) Whisker plot of cDC1 score for patients with cancer was calculated based on the expression of *KIT, CCR7, BATF3, FLT3, ZBTB46, IRF8, BTLA* and *MYCL1*. Statistical significance was assessed by one-way analysis of variance (ANOVA) followed by Fisher’s least significant difference test. (D) Graph shows the mean of one experiment where each dot represents one mouse. (E, F) These graphs contain a pool of two independent experiments with n=6 for untreated mice, n=11 for WT + CTX and n=14 for *Clec9a*^gfp/gfp^ + CTX. Statistical significance was evaluated by pairwise Mantel-Cox test (C, F), Student’s t-test (D) and two-way ANOVA (E). *p<0.05 and ***p<0.001.

Of note, when we replaced *CCL5* by *CCR5* in the analysis, the behavior was similar. *FLT3LG* expression also correlated with *CCR5* expression within tumors from patients with M-SKCM, BRCA or CESC (online supplemental figure S7A). Segregating patients into low, intermediate and high *FLT3LG/CCR5* expressors based on quartiles as indicated above also identified a correlation between the *FLT3LG/CCR5* signature and the cDC1 signature score (online supplemental figure S7B) and an association of high expression of the *FLT3LG*/*CCR5* signature with a better overall survival (online supplemental figure S7C). To compare the predictive power of our *FLT3LG/CCL5* or *FLT3LG/CCR5* signatures with previously described cDC1 gene signatures,^4 9^ we selected the highest and lowest quartiles of patients with TCGA with M-SKCM, BRCA and CESC according to Böttcher *et al*^4^ (online supplemental figure S7D) or Barry *et al*^9^ (online supplemental figure S7E) and analyzed their prognostic power. We observed that the HR and p value of *FLT3LG*/*CCL5* or *FLT3LG/CCR5* signatures were similar to those of cDC1 scores and even better in the case of M-SKCM (online supplemental figure S7F). These data indicate that the coexpression of *FLT3LG* and both *CCL5* and *CCR5* is a simplified biomarker for cDC1 tumor score and overall survival in several types of human cancers with similar or even improved predictive power than whole cDC1 signatures.

Given that some chemotherapies, such as cyclophosphamide, are linked to increased expression of Flt3L,^36^ we hypothesized that DNGR-1 absence could enhance tumor therapy in these settings. First, we confirmed that the administration of the chemotherapeutic agent cyclophosphamide increased serum levels of Flt3L (figure 6D). Of note, under these pharmacological settings of enhanced Flt3L concentration, the absence of DNGR-1 synergized with the intrinsic effect of cyclophosphamide, delaying B16 tumor growth (figure 6E) and extending survival (figure 6F). These data represent a proof-of-concept for a potential chemo-immunotherapy based on the administration of an Flt3L-inducing drug such as cyclophosphamide in combination with DNGR-1 deficiency, as a boost for the intrinsic antitumor effect of the chemotherapy.

## Discussion

Radiation therapy and chemotherapeutic agents can induce different forms of cell death that are immunogenic and boost antitumor immune responses.^37^ Moreover, necrosis occurs spontaneously in untreated cancer due to nutrient deprivation, associating with aggressiveness and worse prognosis in many cancer types.^38^ This suggests that detection of dead cancer cells by the immune system may lead to immunogenic or immunosuppressive outcomes depending on the scenario. DNGR-1 is a C-type lectin receptor highly restricted to cDC1s that senses necrosis.^20–22^ The infiltration of cDC1s within the TME has been revealed as a biomarker for improved overall survival in different types of cancer.^1 2 4^ This may be linked to their ability to cross-prime antitumor CD8^+^ T cells.^7 8^

Since DNGR-1 mediates cross-presentation of dead cell-associated antigens,^20–22^ which are abundant in the TME, we hypothesized that DNGR-1 functions could contribute to antitumor immunity. On the contrary and to our surprise, we find here that DNGR-1 is redundant for cross-presenting tumor antigens in the steady state, contrary to other molecules such as Sec22b or Wdfy4.^39 40^ Sec22b and Wdfy4 broadly regulate cross-presentation of bead-associated or soluble antigens,^39 40^ while DNGR-1 is only required for the cross-presentation of necrotic cargo.^20 41^ One of the mechanisms involved in cross-presentation relies on the capacity of antigen-presenting cells to prevent degradation of native proteins within their phagosomes, maintaining a high phagosomal pH through the GTPase Rac2.^5^ This was also demonstrated in the tumor context using tumors labeled with fluorescent proteins.^8 32^ In agreement with this, our results show that only migratory cDC1s maintain detectable levels of mCherry, but its stability does not depend on DNGR-1, as shown for necrosis-associated antigens.^41^ In addition, apart from cDC1s, we find that cDC2s, which do not express DNGR-1, can also cross-present TAAs to CD8^+^ T cells, in line with previous reports.^1 7^ This process could be mediated by cross-presentation per se involving the intracellular pathway, or by cross-dressing of cancer cell membrane fragments.^42^

While antitumor immunity in the steady state is not affected by the absence of DNGR-1, we find that genetic ablation or therapeutic blockade of DNGR-1 in the presence of Flt3L results in delayed tumor growth. This correlates with an increased infiltration of tumors by CD8^+^ T lymphocytes, which constitutes a good prognosis marker for patients with cancer.^1–3^ Of note, CD8^+^ T cell infiltration does not rely on the abundance of immunogenic peptides in the tumor, but rather on the amount of tumor-infiltrating cDC1s.^43^ Indeed, cDC1s express high levels of CXCL9 and CXCL10, the main factors governing the recruitment of effector CD8^+^ T cells into the TME.^33^ We find that the accumulation of CD8^+^ T cells indeed relies on Batf3-dependent cDC1s. In addition, on overexpression of Flt3L, the absence or blockade of DNGR-1 results in increased numbers of infiltrating cDC1s, but not cDC2s within tumors. It is well established that cDC1s are necessary not only for attracting CD8^+^ T cells^33^ but also for efficient antitumor immunity^6^ and the in situ stimulation of T cell responses.^3 33 43^

The paucity of cDC1s makes the in vivo administration of Flt3L, a growth factor that promotes proliferation, differentiation and survival of DCs, a suitable strategy to increase the availability of this cell type.^29^ But there is limited knowledge about its immunomodulatory effects on cDC1s. Patients treated with Flt3L displayed a potent expansion of DCs, which could be purified, loaded with tumor antigens and reinfused.^27^ Although final reports for several clinical trials using Flt3L are still expected, the use of Flt3L as a coadjuvant in tumor vaccination reported promising results at improving priming of antitumor cytotoxic T cell responses.^28^ Our results suggest that DNGR-1 blockade holds therapeutic potential in this context. Furthermore, some of the current cancer treatments can boost the overproduction of endogenous Flt3L, such as radiation therapy and some chemotherapeutic agents.^36^ Indeed, our preclinical data establish the proof-of-principle for a combined chemo-immunotherapy based on cyclophosphamide in a DNGR-1-deficient setting.

Mechanistically, we show that Flt3L increased activation hallmarks on tumor-infiltrating cDC1s. These gene sets are further upregulated in cDC1s from Flt3L-treated *Clec9a*^gfp/gfp^ mice, suggesting that DNGR-1 signaling dampens heterologous signaling via Flt3 (CD135). 

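The gene of the receptor itself, *Flt3* (ENSMUSG00000042817, chromosome 5 of GRCm38, 147330741 to 147400489), was at 601 ± 37.5 CPM in WT control and 683 ± 105 CPM in WT FL cDC1s (SD, n = 3 pools). It was at 653 ± 52.5 CPM in *Clec9a* gfp/gfp control and 639 ± 42.2 CPM in *Clec9a* gfp/gfp FL cDC1s. Its log2 fold change with FL was 0.17 (SE 0.17, adjusted p = 0.563 by limma) in WT and −0.03 (adjusted p = 0.957) in *Clec9a* gfp/gfp cDC1s, and between the genotypes under FL it was −0.09. A list of 24 genes of Flt3 signaling, which counts *Flt3* itself and the related receptor gene *Kit*, was higher with FL in WT cDC1s at a median of 0.20 (adjusted p = 0.0974 by camera, and 0.771 with an estimated correlation). There 3 of its members rose (7 adjusted over the list alone), among them *Kit* (1.62, SE 0.32, adjusted p = 0.0388 by limma). In *Clec9a* gfp/gfp cDC1s the list did not pass (median 0.15, adjusted p = 0.421 by camera). Its member called there was *Socs2*, an inhibitor of cytokine signaling (1.52, SE 0.36, adjusted p = 0.0329 by limma), and over the list alone 5 rose and 3 fell. Under FL the list did not differ past the test between the genotypes (median 0.07, 16 of 24 genes above 0, adjusted p = 0.668 by camera). Limma and limma-voom called 0 of its members there, and 1 was lower at an unadjusted p under 0.05, *Socs3* (−0.59). The interaction of genotype and FL did not pass for the list (adjusted p = 0.4 by camera). The list holds receptors and inhibitors together, such as *Kit* and *Socs2*, so its change in RNA does not measure signaling through Flt3. The list's call in WT cDC1s ended in 7 of 12 refits without 1 library (adjusted p = 0.104 to 0.228). Without *Clec9a* gfp/gfp FL 1 the list was called in *Clec9a* gfp/gfp cDC1s (0.0989) and between the genotypes (0.0829). The call of *Kit* ended without WT control 3, WT FL 2 or WT FL 3 (adjusted p of up to 0.202), and that of *Socs2* without *Clec9a* gfp/gfp control 3 or *Clec9a* gfp/gfp FL 3 (up to 0.213).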

DNGR-1 contains a hemITAM intracellular motif that signals via Syk but does not drive DC activation.^20 41^ ITAMs can acquire an inhibitory conformation (ITAMi) that also signals through phosphatases and limit other signaling pathways, as in the case of FcγRIIA and Mincle.^44 45^ We found that DNGR-1 signaling can also trigger the activation of SHP1, a phosphatase that inhibits signaling through heterologous receptors.^23^ In some contexts of sterile or infectious tissue damage, DNGR-1 mediates tolerance to disease by inhibiting heterologous pathways triggered by activating receptors, dampening the infiltration of innate immune cells.^23^ Here, DNGR-1 may act as an immune checkpoint by dampening the response of differentiated tumor-infiltrating cDC1s to Flt3L, thus restraining antitumor immunity. Since DNGR-1 is expressed in DC progenitors,^46^ we cannot rule out that some effects could be imprinted during cDC1 differentiation, although we observed that the numbers of DC-committed progenitors were comparable between WT and DNGR-1-deficient mice, even in the presence of FL overexpression that induced their specific expansion.

In the context of Flt3L stimulation, DNGR-1 deficiency boosts the activation of cDC1s. 

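FL raised *Cd70*, the costimulatory ligand gene, in *Clec9a* gfp/gfp cDC1s from 2.34 ± 0.38 CPM (SD, n = 3 pools), a log2 fold change of 2.21 (SE 0.41, adjusted p = 0.0143 by limma). In WT cDC1s, where the control level was 4.30 ± 2.97 CPM, the change was 0.57 (adjusted p = 0.423). *Il15* rose in *Clec9a* gfp/gfp cDC1s from 16.7 ± 4.15 CPM, by 1.13 (SE 0.24, adjusted p = 0.0225 by limma). It was at 24.3 ± 5.76 CPM in WT control cDC1s, with a change of 0.10 (adjusted p = 0.836). *Il12b* (chromosome 11 of GRCm38, 44400063 to 44414033) rose from 458 ± 253 to 1516 ± 820 CPM in *Clec9a* gfp/gfp cDC1s, by 1.76 (SE 0.49, adjusted p = 0.0658 by limma). In WT cDC1s it went from 476 ± 300 to 999 ± 208 CPM, by 1.3 (adjusted p = 0.148). The interaction of genotype and FL was 1.64 (SE 0.59, adjusted p = 0.458) for *Cd70*, 1.03 (SE 0.34, adjusted p = 0.455) for *Il15* and 0.46 (SE 0.70, adjusted p = 0.83) for *Il12b* by limma. It passed for none of the 3 genes. The call of *Il12b* in *Clec9a* gfp/gfp cDC1s ended without *Clec9a* gfp/gfp control 1 (adjusted p = 0.183), *Clec9a* gfp/gfp control 3 (0.156), *Clec9a* gfp/gfp FL 1 (0.139) or *Clec9a* gfp/gfp FL 3 (0.33), and that of *Il15* without *Clec9a* gfp/gfp FL 3 (0.136). *Il12b* was called in WT cDC1s without WT control 2 (0.0864) and with column totals (0.0849).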

We observed increased expression of genes encoding for costimulatory molecules such as *Il12b*, *Il15* or *Cd70*.^16^ 

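*Ccr7* (ENSMUSG00000037944, chromosome 11 of GRCm38, 99144196 to 99155077) rose with FL in *Clec9a* gfp/gfp cDC1s from 603 ± 217 to 1824 ± 934 CPM (SD, n = 3 pools). Its log2 fold change there was 1.54 (SE 0.41, adjusted p = 0.0545 by limma). In WT cDC1s *Ccr7* went from 555 ± 291 to 1058 ± 207 CPM, a log2 fold change of 1.10 (SE 0.41) that did not pass (adjusted p = 0.142 by limma). The interaction of genotype and FL was 0.44 (SE 0.58) and did not pass (adjusted p = 0.802 by limma). Of the *Clec9a* gfp/gfp FL libraries, *Clec9a* gfp/gfp FL 3 was at 2896 CPM and the others at 1392 and 1184 CPM. The call in *Clec9a* gfp/gfp cDC1s ended without *Clec9a* gfp/gfp control 1 (1.35, adjusted p = 0.125), *Clec9a* gfp/gfp control 3 (1.45, adjusted p = 0.173), *Clec9a* gfp/gfp FL 1 (1.68, adjusted p = 0.116) or *Clec9a* gfp/gfp FL 3 (1.15, adjusted p = 0.297). *Ccr7* was called in WT cDC1s without WT control 2 (1.41, adjusted p = 0.042) and with column totals (1.23, adjusted p = 0.0734).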

Besides, we found increased expression levels of *Ccr7*, a LN-homing receptor,^32^ but this did not impact the accumulation of migratory cDC1s in the draining LN. While it is likely that all of these activation markers contribute to antitumor immunity, we focused our attention on *Ccl5.* CCL5 is a chemokine whose production in the TME has been previously associated to NK cells or tumor cells themselves. 

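*Ccl5* rose with FL in *Clec9a* gfp/gfp cDC1s from 67.4 ± 23.1 CPM (SD, n = 3 pools) without it, a log2 fold change of 2.13 (SE 0.40, adjusted p = 0.0143 by limma). Every *Clec9a* gfp/gfp FL pool lay above every *Clec9a* gfp/gfp control pool (two-sided exact permutation test, p = 0.1, the smallest p that 3 pools against 3 allow). In all 12 refits without 1 library limma called *Ccl5* in *Clec9a* gfp/gfp cDC1s (largest adjusted p = 0.0932). In WT cDC1s, where the control level of *Ccl5* was 114 ± 63.0 CPM, the log2 fold change with FL was 0.80 (SE 0.40) and did not pass (adjusted p = 0.254 by limma). The interaction of genotype and FL at *Ccl5* was 1.33 (SE 0.57, unadjusted p = 0.0321) and did not pass (adjusted p = 0.523 by limma).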

Here, we identify cDC1s as an important source of CCL5, which is further upregulated in *Clec9a*^gfp/gfp^ mice on Flt3L administration. We found that MVC, a CCR5 (chemokine receptor for CCL5) antagonist, prevents the increased recruitment of cDC1s to the tumor on DNGR-1 blockade in the presence of Flt3L. These results concur with previous data showing that the CCL5/CCR5 axis is essential for the recruitment of cDC1s to the TME.^4 14^ In accordance with this, in human melanomas with stabilized β-catenin, tumor-infiltrating cDC1s are strongly reduced, as well as the numbers of CD8^+^ T cells which is due to the lack of tumor-derived CCL4, another ligand for CCR5.^3^ Similarly, β-catenin stabilization in hepatocellular carcinoma results in exclusion of cDC1s from TME, which can be recuperated by forcing *Ccl5* expression on β-catenin-stabilized tumor cells.^14^ Our work highlights that activated tumor-infiltrating cDC1s can also be key producers of CCL5 in DNGR-1-deficient settings in the presence of Flt3L, able to enhance the infiltration of more cDC1s.^31 34 47^

However, the role of CCL5 in antitumor immunity remains controversial. Blockade of CCR5 signaling prevents tumorigenic activity by decreasing inflammation.^48^ This phenomenon can also be observed in patients with colorectal cancer liver metastases, where CCR5 inhibition diminishes cancer progression.^49^ In contrast, the overexpression of CCL5 in different mouse models delays tumor growth.^4^ To explore the potential clinical relevance of our results, we analyzed the expression of *CCL5* and *CCR5* in combination with *FLT3LG* in the TCGA database in relation to a cDC1 score defined by Barry *et al*^9^ and overall survival in patients with metastatic melanoma, breast cancer and cervical cancer. This analysis identifies *CCL5*/*FLT3LG* or *CCR5*/*FLT3LG* coexpressors as the subset with the highest cDC1 score and with a more extended overall survival. This suggests that the concomitant activation of the CCL5/CCR5 axis in the context of Flt3L-based immunotherapy may enhance antitumor immunity in patients with cancer, and this could be potentiated by DNGR-1 blockade. Our data suggest that CCL5 has a tumor-restricting effect by promoting infiltration of antitumor immune cells when coexpressed with high Flt3L levels. Of note, our analysis of the TCGA indicates that the prognostic power of *FLT3LG*/*CCL5* or *FLT3LG*/*CCR5* signatures compares with cDC1 scores and even outperform them in the case of patients with metastatic cutaneous melanoma. Taken together, these data suggest that efficient antitumor immunity requires the co-occurrence of molecular cues that define recruitment of cDC1s as well as conditioning of the TME.

Since DNGR-1 is a surface receptor, it is an easily accessible target for cancer immunotherapy. Indeed, the selective high expression of DNGR-1 in cDC1s has been previously used as a target for delivering cancer antigens to cDC1.^17^ Moreover, although we have found no role for DNGR-1 in tumor antigen cross-presentation in the steady state, there may be potential cancer immunotherapy contexts where the role of DNGR-1 in tumor dead cell antigen cross-presentation may prevail, favoring antitumor immunity. However, our results show that caution is needed as DNGR-1 restricts cDC1 activation in the TME in certain contexts, which could pose a limitation on therapeutic strategies based on the potentiation of cDC1 activity. DNGR-1 blockade or genetic ablation in FL-treated mice delays tumor growth, increasing tumor infiltration by cDC1s and CD8^+^ T cells. TCGA visibly indicates that cDC1 signatures within the TME strongly favor prognosis in patients with cancer, so that cDC1 infiltration should be pursued. Inducing expression of specific chemokines that attract cDC1s by tumor-infiltrating immune cells may be one strategy. We show here that cDC1 infiltration and immune-promoting capacity can be co-attained by combined Flt3L administration and neutralizing DNGR-1 antibodies to elicit production of CCL5, thereby leading to more effective antitumor immune responses.

## Data Availability

Data are available in a public, open access repository. The gene expression data generated in this study is available at GEO: GSE145534.

How the deposited data were processed for this re-analysis (not part of the article)

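RNA of cDC1s sorted from B16F10 tumors was sequenced in 12 libraries, 3 each from WT and *Clec9a* gfp/gfp mice that had received a plasmid encoding Flt3L (FL) or an empty plasmid (control). Each library was a pool of 2 to 3 mice. Groups and replicate numbers were taken from the sample titles, and all 12 columns of the deposited table were used.

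The authors' processing ended in a table of signal values, which were deposited as TMM-scaled counts per M of the effective library (CPM). According to the submitters' processing notes, reads were demultiplexed with CASAVA 1.8.2, trimmed with cutadapt 1.3 and quantified with RSEM 1.2.3 on the mouse transcriptome, and the methods state that counts were normalized by TMM in limma. The deposited table had been filtered for low genes by a rule that the paper's text does not give. In every column each value equaled a whole count plus 0.5 divided by a factor of that library, within a tolerance of 0.02 counts. This factor, the effective library size, was 17.2, 14.5 and 14.4 M counts in WT control 1, 2 and 3, and 18.6, 21.0 and 3.06 M in *Clec9a* gfp/gfp control 1, 2 and 3. It was 25.9, 24.8 and 20.0 M in WT FL 1, 2 and 3, and 20.2, 24.1 and 20.9 M in *Clec9a* gfp/gfp FL 1, 2 and 3. A value of 1 CPM therefore stood on few counts in *Clec9a* gfp/gfp control 3 and on more in the others. As the deposited values are normalized, the test planned for that case was used and no count test was run, although whole counts can be computed from them, as was done for the thinning.

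Values were taken to log2(value + 1), that is with a pseudocount of 1, and the 11255 genes with a mean value of at least 1 over the 12 libraries were tested. Of the genes in the table, 106 had no symbol and kept their identifier, and 7 symbols occurred more than once and were told apart by identifier. Coordinates came from GENCODE release M21 on GRCm38, which held 11251 of the identifiers. A linear model with 1 mean per group over all 12 libraries was fitted with limma 3.58.1 in R 4.3.3, with a mean-variance trend in the moderation of the variances. The 6 pairwise comparisons of the 4 groups, the effect of genotype over both plasmids and the interaction of genotype and FL were tested. P values were adjusted by the Benjamini-Hochberg method within each comparison, and an adjusted p under 0.1 was called, as in the paper's methods. Values of single genes in 2 groups of 3 were also compared by a two-sided exact permutation test, whose smallest p is 0.1.

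The named genes were every gene that the paper names for these data, the 8 genes with the largest log2 fold change in each direction, and the 4 members of each list with the smallest p. The 8 were taken among genes called with a mean of at least 5 whose groups did not overlap. Predicted genes, numbered pseudogenes and genes without a symbol were left out of the 8. Values of some of these genes in Figs. 4 and 5 had been seen when the rule was written. The 33 gene lists of at least 5 measured genes were written by hand from general knowledge of the pathways and cell types, with 2 of them copied from the genes the paper shows for MC1 and MC2. The collection of gene sets that the paper used was not available and is not used here. Lists were tested with camera at a preset inter-gene correlation of 0.01, and again with camera at the correlation estimated from the libraries, with fry, and with fgsea 1.28.0 at 10000 permutations of genes. Genes called in any of the 6 comparisons were standardized and clustered by k-means with 10 clusters and 50 starts, at seed 1. Clusters were merged into MC1-like and MC2-like sets where their mean moved in 1 direction by at least 0.3 SD from the controls to WT FL and again from WT FL to *Clec9a* gfp/gfp FL. The paper merged clusters that changed between control and FL regardless of genotype and gives no threshold for it, so the step from WT FL to *Clec9a* gfp/gfp FL asked for here goes beyond its rule. Overlaps were tested by Fisher's exact test.

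The tests were tried on simulated data. Of 200 genes given a 2-fold change between 3 and 3 libraries, limma called 38.0% to 42.0%, depending on the comparison, and limma-voom 32.5% to 43.5%. Of 200 given a 4-fold change limma called 84.0% to 86.5% and limma-voom 77.5% to 87.5%. Of the planted genes of a rising and a falling cluster, 92.0% and 88.5% were placed in the matching set. Of the simulated MC2-like set, 84.4% had been planted. These genes were given a 2-fold step from the controls to WT FL and another to *Clec9a* gfp/gfp FL, with noise independent between genes. The real MC1-like and MC2-like sets moved less between the genotypes under FL (median log2 fold changes of −0.29 and 0.41). The recovery therefore does not carry over to them. Among the genes called in the simulations of 2-fold and 4-fold changes, 11.3% to 16.5% by limma and 6.06% to 18.7% by limma-voom had been given no change.

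Alternatives covered the pseudocount, the filter, the scaling of the libraries, limma-voom, the threshold, the groups in the fit, the replicate number as a block, the number of clusters, the merging margin, the list tests, and leaving out each library in turn. After the data had been seen, limma-voom without a filter, sample quality weights and thinning of every library to the shallowest were added. Scalings were changed by rescaling the values before limma. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Protein measurements, the mouse experiments and the public data sets that the paper analyzed were not in the table and were left out.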

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

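The 4 tests of *Clec7a* and the refits of the cell cycle tests without single libraries were chosen only after the results were seen, whereas the tests of the cell cycle genes and the lists had been set in advance.

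*Clec7a*, which encodes the fungal receptor Dectin-1 and on which the paper does not report, was higher in *Clec9a* gfp/gfp than in WT cDC1s, at a log2 fold change of 4.27 (SE 0.22, adjusted p = 4.01e-09 from limma), with 4.38 in control and 4.15 in FL groups. Its level was 78.3 ± 35.7 and 131 ± 54.1 CPM in WT control and WT FL, against 1580 ± 341 and 2246 ± 394 CPM in *Clec9a* gfp/gfp control and *Clec9a* gfp/gfp FL cDC1s (SD, n = 3). Reads of *Clec9a* assigned to its neighbor are argued against, since the rise was 6.07 times the level of *Clec9a* in WT FL cDC1s, and macrophages or monocytes in the sort, which was gated against F4/80 and Ly6C, are argued against by a median of −0.19 over their 21 markers (SD 0.34), with −0.33 in control and 0.27 in FL groups, the most abundant of which was *Ccr2* at 586 CPM. An effect of the altered allele on neighboring genes and flanking DNA of another strain cannot be told apart from the rest, because genes at an unadjusted p under 0.05 made up 4 of 21 within 1 Mb (19.0%, Fisher's exact p = 0.275) once *Clec7a*, *Clec1a* and *Clec1b* were left out and 13 of 103 from 1 to 10 Mb (12.6%, p = 0.524), against 10.8% elsewhere, and these counts are small. A consequence of the loss of DNGR-1 itself stays open and is confounded with both, since all 3 come with the same genotype.

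With all 3 the count within 1 Mb was 7 of 24 (29.2%, Fisher's exact p = 0.0113), without *Clec7a* alone 6 of 23 (p = 0.0317), and without *Clec7a* and *Clec1a* 5 of 22 (p = 0.0811), so the result turns on single genes. *Clec1b* and *Clec1a*, named after their values were seen, had log2 fold changes of 1.10 and −1.05 between the genotypes (adjusted p = 0.279 for each by limma). *Clec1a* lies 9 bp from *Clec9a* and *Clec1b* overlaps it, and the loss of shared reads would lower both genes, which goes against it for the rise of *Clec1b*.

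Cell cycle genes were lower with FL, and for 2 lists by more in *Clec9a* gfp/gfp than in WT cDC1s, at medians for the interaction of −0.46 for G2 and M (adjusted p = 5.85e-07 by camera) and −0.41 for E2F and S phase (adjusted p = 1.36e-05), or 0.721 for both with an estimated correlation. Part of this lies in the controls, where the G2 and M genes were higher in *Clec9a* gfp/gfp than in WT cDC1s (median 0.22, adjusted p = 0.0433 by camera, and 0.994 with an estimated correlation). Fewer macrophages or monocytes in the sort are argued against in *Clec9a* gfp/gfp cDC1s, where their markers were higher. Their median lay 1.57 above that of the G2 and M genes, and at least 1.17 above it without any 1 library. In WT cDC1s this gap was 0.43, within the spread of the markers (SD 0.48), and 0.10 without WT FL 2. There the explanation stays open. Fewer tumor cells cannot be told apart from the rest, though the sort was gated on surface markers of cDC1s. The 11 melanoma markers had a median with FL of −0.06 in *Clec9a* gfp/gfp cDC1s (SD 0.34), which is 0.645 above that of the G2 and M genes, but without *Clec9a* gfp/gfp control 1 the gap was 0.245 (SD 0.57), and the markers are low (highest *Tyrp1* at 16.1 CPM). A lower share of dividing cells among the cDC1s and lower transcript levels in each dividing cell stay open, as bulk RNA holds no value that separates them.

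Further lists differed in their response to FL between the genotypes by camera at the preset correlation, and their medians for the interaction follow. The genes that the paper shows for MC2 and MC1, chosen on these samples, had 0.56 (adjusted p = 0.00283) and −0.28 (adjusted p = 0.00377). Immune lists had 0.10 for the IFNα response (adjusted p = 0.0433), 0.76 for chemokines (adjusted p = 0.00121), 0.40 for the mature dendritic cell program (adjusted p = 0.00205) and 0.22 for MHC and antigen presentation (adjusted p = 0.00789). Ribosomal proteins had 0.84 (adjusted p = 3.77e-27), subunits of oxidative phosphorylation 0.45 (adjusted p = 2.84e-10) and immediate-early genes 0.33 (adjusted p = 0.0433). Markers of macrophages and monocytes had 0.74 (adjusted p = 0.000135) and markers of plasmacytoid dendritic cells 0.40 (adjusted p = 0.0913). With an estimated correlation camera called 0 of these lists (smallest adjusted p = 0.721), and fry called 0 (smallest adjusted p = 0.127), while fgsea called 15 lists.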

How the results depend on the processing

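Limma-voom without a filter, sample quality weights and thinning of the libraries were chosen only after the data had been seen. For *Clec9a* gfp/gfp FL against WT FL the 3 genes called and the lack of a call at Ccl5 and Ccl3, and over both plasmids the call of Clec9a, stayed on their side of the threshold in every alternative run, including without each library (3 to 3 genes, Ccl5 0.45 to 0.99, Ccl3 0.45 to 1.05, Clec9a −7.56 to −6.82). Where a value below differs, the cause was not tested unless it is named. Without single libraries the counts ranged from 0 (WT control 3 or WT FL 2) to 2535 (WT control 2) for FL in WT cDC1s, 106 (*Clec9a* gfp/gfp FL 3) to 812 (WT control 2) for FL in *Clec9a* gfp/gfp cDC1s (by limma-voom 1 without *Clec9a* gfp/gfp FL 1, *Clec9a* gfp/gfp FL 3 or *Clec9a* gfp/gfp control 2), 3 to 2335 (WT control 2) for *Clec9a* gfp/gfp against WT control, 494 (*Clec9a* gfp/gfp FL 3) to 3892 (WT control 2) for *Clec9a* gfp/gfp FL against WT control, 3 to 4 for WT FL against *Clec9a* gfp/gfp control, 0 to 22 (WT control 2) for the interaction and 985 to 4828 for the union. Lists called ranged from 52 to 72, the MC1-like set from 150 to 1347, the MC2-like set from 111 to 1245 genes, and the share of FL-changed genes from 31.9% (without *Clec9a* gfp/gfp FL 3) to 68.0% (without *Clec9a* gfp/gfp FL 2). That share passed its test without WT control 2 (62.0%), had no value without WT control 3 or WT FL 2, where 0 genes were called by limma and limma-voom (1367 and 1751 at an unadjusted p under 0.05 by limma), and passed at 98.9% for genes defined in *Clec9a* gfp/gfp cDC1s, whose FL libraries are then shared. With limma-voom FL in *Clec9a* gfp/gfp cDC1s called 388 genes and the MC2-like set held 1081, without a pseudocount *Clec9a* gfp/gfp against WT control called 5 genes and the interaction 1, and with only the groups compared in the fit, which leaves fewer samples, FL called 98 in WT and 985 in *Clec9a* gfp/gfp cDC1s. At an adjusted p under 0.05, which is stricter by construction, FL called 153 and 313, *Clec9a* gfp/gfp FL against WT control 1394, the union 1517 and the MC1-like set 635. Limma-voom without a filter called 388 genes for FL in *Clec9a* gfp/gfp cDC1s, and sample quality weights called 439 for FL in WT and 1520 in *Clec9a* gfp/gfp cDC1s, with 1158 MC2-like genes. The MC2-like set held 1052 genes with 8 clusters, 996 with 12 and 1115 with no margin, and the MC1-like set 454 with a margin of 0.5. Camera with an estimated correlation called 0 lists and fry 14, against 66 in the main setting.

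Some lists turned in direction without 1 library. Their mean log2 fold change ranged over these refits from −0.22 (without WT control 1) to 0.26 for the mature dendritic cell program in *Clec9a* gfp/gfp against WT control, from −0.46 to 0.43 (without *Clec9a* gfp/gfp control 3) for melanoma markers with FL in *Clec9a* gfp/gfp cDC1s, and between the genotypes under FL from −0.30 to 0.0472 (without WT FL 1) for oxidative phosphorylation, from −0.21 (without WT FL 3) to 0.17 for ribosomal proteins and from −0.0403 (without *Clec9a* gfp/gfp FL 3) to 0.26 for TNF targets. Over the alternatives, the values of named genes kept direction and side in 3491 of 3726, were weaker in 207 and stronger in 28, and those of lists in 3658 of 3952, weaker in 229, stronger in 60 and reversed in 5. Scaling by column totals moved the median of all genes by 0.13 for FL in WT cDC1s and the calls to 964 higher and 37 lower (604 and 134 in the main setting), and for *Clec9a* gfp/gfp FL against WT control to 1628 and 706 (1445 and 1109), while upper-quartile scaling gave 294 and 319 for FL in *Clec9a* gfp/gfp cDC1s (226 and 388). The replicate numbers showed no clear pairing over all comparisons. Of 12 same-number correlations, 2 exceeded 0.1 (−0.20 to 0.32), and 3 of these 12 pairs, all of number 1, were the best match. A structure shared by replicate number is not excluded. Medians of ribosomal proteins and of oxidative phosphorylation fell with replicate number in all groups but WT control. With replicate number as a block limma called 685 and 631 genes for FL in WT and *Clec9a* gfp/gfp cDC1s, 4 for *Clec9a* gfp/gfp against WT control, 3 for *Clec9a* gfp/gfp FL against WT FL, 2500 for *Clec9a* gfp/gfp FL against WT control, 3 for WT FL against *Clec9a* gfp/gfp control, and 2762 in the union. The planned count tests were not run, as the deposited values are normalized and the plan set limma for that case. WT FL against *Clec9a* gfp/gfp control called 3 genes, too few to define FL-changed genes against the other genotype's control. *Clec9a* gfp/gfp FL against WT control, which called 2554, was not used for that. Thinned to the 3.06 M counts of the shallowest library, 100% of 1352 calls for FL kept their sign and 1008 (74.6%) were called again, so a lower number of counts ended calls and turned no direction. These genes had been called for large changes (median absolute log2 fold changes of 1.06 in WT and 1.32 in *Clec9a* gfp/gfp cDC1s). Thinning the same libraries cannot remove other traits of a shallow one.

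For pairs of groups the splits of 3 against 3 libraries are too few to test chance. The real count was 738 for FL in WT cDC1s (highest other split 212, with 1 of 10 as large), 614 in *Clec9a* gfp/gfp cDC1s (0, 1 of 10), 3 for *Clec9a* gfp/gfp FL against WT FL (1, 1 of 10), 2554 for *Clec9a* gfp/gfp FL against WT control (0, 1 of 10) and 3 for WT FL against *Clec9a* gfp/gfp control (86, 2 of 10). For *Clec9a* gfp/gfp against WT control it was 3, and the split of WT control 1, WT control 3 and *Clec9a* gfp/gfp control 1 from the rest called 946 (2 of 10 as large), which points to a structure of the samples other than genotype. Over splits of all 12 libraries the real groups gave the largest union (2795 against 2175 at most, 1 of 100, the least that 100 splits allow). That argues against chance for the union, though it was 985 without *Clec9a* gfp/gfp FL 3. For the number of lists chance cannot be excluded (66 against 82 at most, 21 of 100). For the interaction that test is void, since a real count of 0 is reached by all 100 of 100 relabellings.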

Differences from the paper's values

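The union of genes called in any of the 6 comparisons was 2795, and limma-voom without a filter, chosen after seeing the values, gave the paper's 2731, with 2620 genes shared with the 2795. The MC1-like set held 1245 genes against the paper's about 740 in Fig. 4B, read by eye. Of the 28 alternatives set before the data were examined, 10 came within 1.5 times of it, namely limma-voom, column totals, only the groups compared in the fit, an adjusted p under 0.05, and the refits without WT control 1, *Clec9a* gfp/gfp control 2, *Clec9a* gfp/gfp control 3, WT FL 1, WT FL 3 or *Clec9a* gfp/gfp FL 2, and 18 did not (150 to 1347 over all). The MC2-like set held 661 genes against the paper's about 330 in Fig. 4B, read by eye, and 1 of 28 alternatives came within 1.5 times of it, the refit without WT control 3, while 27 did not (111 to 1245). The paper merged clusters that changed with FL regardless of genotype and states no threshold, whereas the rule here also asks for a step between the genotypes under FL, so the sets are not built alike. The median standardized value of the MC1 genes in *Clec9a* gfp/gfp control libraries was 0.31 against the paper's about 0.6 in Fig. 4C, read by eye. Of 28 alternatives, 11 differed from it by no more than the SD between libraries, namely limma-voom, column totals, only the groups compared in the fit, an adjusted p under 0.05, a margin of 0.5, and the refits without WT control 1, 2 or 3, *Clec9a* gfp/gfp control 1, WT FL 1 or *Clec9a* gfp/gfp FL 3, and 17 did not (0.17 to 0.93).

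The paper reports gene sets of epithelial mesenchymal transition and myogenesis as changed by FL in both genotypes. Here 5 of its 7 sets had a matching list called by camera in both genotypes at the preset correlation, and the other 2 did not. With an estimated correlation none was called, and the WT calls of the E2F, TNF and inflammatory lists ended without single libraries. The matrix and epithelial mesenchymal transition list was called in *Clec9a* gfp/gfp cDC1s (adjusted p = 0.0714) and not in WT cDC1s (adjusted p = 0.996). The muscle list was called in neither (adjusted p = 0.368 in WT and 0.2 in *Clec9a* gfp/gfp cDC1s), except in *Clec9a* gfp/gfp cDC1s without *Clec9a* gfp/gfp control 2 (0.072) or *Clec9a* gfp/gfp FL 1 (0.0804). The lists are not the gene sets that the paper used. The paper names *Ccl5* and *Ccl3* as induced in *Clec9a* gfp/gfp over WT cDC1s under FL, in a plot whose axis reads P value in Fig. 5A and FDR and p value in its legend. Their log2 fold changes here had the same direction, and their unadjusted p was 0.0877 and 0.0789, while neither passed the adjustment (adjusted p = 1 for each by limma).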

Other observations

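Thinning of the libraries was chosen only after their depths had been seen, unlike the other tests here. Genes that make protein and energy differed between the control groups and with FL. Transcripts of 73 ribosomal proteins, which build the ribosome, were lower with FL in WT cDC1s (median log2 fold change −0.48, adjusted p = 9.8e-13 by camera, and 0.771 with an estimated correlation), all 73 below 0 and 7 past the test (14 adjusted over the list alone), such as *Rps2* (−0.70, adjusted p = 0.0655 by limma). In *Clec9a* gfp/gfp cDC1s they were higher with FL (0.35, adjusted p = 1.82e-06, and 0.537 with an estimated correlation), with 0 called by limma and 66 of 73 above 0. In *Clec9a* gfp/gfp against WT control cDC1s all 73 lay lower (−0.85, adjusted p = 1.99e-34, and 0.994 with an estimated correlation), of which limma and limma-voom called 0 over all genes and limma 72 over the list alone. The 76 subunits of oxidative phosphorylation, which yield ATP in mitochondria, were lower with FL in WT cDC1s (−0.48, adjusted p = 3.11e-13, and 0.771 with an estimated correlation), 12 of them past the test (22 over the list alone), such as *Ndufs3* (−0.73, adjusted p = 0.0674 by limma). They were lower in *Clec9a* gfp/gfp than in WT control cDC1s as well (−0.62, adjusted p = 9.78e-21, and 0.994 with an estimated correlation), with 0 called over all genes (61 lower and 1 higher over the list alone). With FL they did not pass in *Clec9a* gfp/gfp cDC1s (−0.01, adjusted p = 0.5 by camera), except without *Clec9a* gfp/gfp control 3 (0.0277), and 1 was called. WT control 1 and WT control 3, which stood apart on the first principal component, enter the comparisons against WT control, and the calls of *Rps2* and *Ndufs3* ended without either of them (adjusted p of up to 0.24 and 0.287), without WT FL 2 or without WT FL 3. With each gene centered, the median of the ribosomal proteins was 0.67, −0.05 and 0.73 in WT control 1, 2 and 3. It was 0.31, 0.01 and −0.39 in WT FL 1, 2 and 3, so WT control 2 lay within the WT FL range. In *Clec9a* gfp/gfp libraries 1, 2 and 3 it was 0.10, −0.46 and −0.77 with control and 0.09, −0.02 and −0.21 with FL. In all groups but WT control this median, and that of oxidative phosphorylation, fell with replicate number.

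Some genes of antigen presentation and of the interferon γ response rose with FL. Of 39 genes of MHC and antigen presentation, 4 rose in each genotype (5 higher and 5 lower in WT and 5 higher in *Clec9a* gfp/gfp cDC1s when adjusted over the list alone). As a list they did not pass in WT (median 0.03, adjusted p = 0.996 by camera) and passed in *Clec9a* gfp/gfp cDC1s (0.19, adjusted p = 0.00219, and 0.4 with an estimated correlation). *Nlrc5*, the transactivator of MHC class I, rose by 1.57 in WT (adjusted p = 0.0325 by limma) and 0.93 in *Clec9a* gfp/gfp cDC1s (adjusted p = 0.0686), and *Lgmn*, a lysosomal protease, by 1.23 (adjusted p = 0.0629) and 1.33 (adjusted p = 0.039). Of 28 guanylate-binding and related genes induced by interferon γ, 5 rose in WT cDC1s (6 over the list alone), among them *Gbp9* (1.42, adjusted p = 0.0388 by limma), and the list did not pass (median 0.17, adjusted p = 0.119 by camera, and 0.826 with an estimated correlation). Of the 28, 0 were called in *Clec9a* gfp/gfp cDC1s, and the list did not pass (median 0.07, adjusted p = 0.674), except without *Clec9a* gfp/gfp control 2 (0.0373). In WT cDC1s it passed with limma-voom (0.0984, or 0.0977 without a filter), column totals (0.0874), a replicate block (0.077) or thinning (0.0777), and without WT control 2 (0.0696), WT control 3 (0.0166), WT FL 3 (0.0306) or *Clec9a* gfp/gfp FL 3 (0.0947). The macrophage marker *C1qa*, a complement gene, rose with FL in *Clec9a* gfp/gfp cDC1s by 1.59 (adjusted p = 0.0269 by limma), and *Il7r*, a T cell marker that is also counted in the mature dendritic cell program here, by 1.40 (adjusted p = 0.0862). These calls ended in 1 to 7 of the 12 refits without 1 library, those in WT cDC1s without WT control 3 (adjusted p of up to 0.202 for *Gbp9*, 0.2 for *Nlrc5* and 0.247 for *Lgmn*) and those in *Clec9a* gfp/gfp cDC1s without *Clec9a* gfp/gfp FL 3 (0.335 for *Nlrc5*, 0.218 for *Lgmn*, 0.163 for *C1qa* and 0.325 for *Il7r*).

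Handling stress during digestion and sorting cannot be told apart from other sources of the higher TNF targets in *Clec9a* gfp/gfp FL than in WT FL cDC1s. Without the immediate-early genes the list kept its call (adjusted p = 0.000179 by camera at the preset correlation), though that call does not hold with an estimated correlation or without *Clec9a* gfp/gfp FL 3. The immediate-early genes were themselves not called there (mean 0.06, adjusted p = 0.246 by camera, called in 3 of 12 refits), so leaving them out could hardly end it. Among the FL libraries their centered median was highest in *Clec9a* gfp/gfp FL 3 (0.29) and lowest in WT FL 3 (−0.43). Without either of these libraries the TNF list was not called. Whether the number of counts per library shaped the directions of the genes called for FL cannot be decided by thinning, after which 100% kept their sign. These genes had been called for large changes in the same libraries, so their signs could hardly turn. The shallowest library was itself left as it was. Other traits of the shallowest library, *Clec9a* gfp/gfp control 3, were not tested by it.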
